# Temporal transcriptomic profiling identifies core regulators in cytokine-induced gut barrier disruption in differentiated Caco-2 cells

**DOI:** 10.1007/s00011-026-02288-5

**Published:** 2026-06-08

**Authors:** Hyo Shin Yoon, Shining Ma, Matt Kanke, Wan-Jung Wu, Uyen Hoang, Jessica A. Tan, Alex Wilks, Priyanka Patel, Sundeep Chandra, Xin Luo, Daniel Lu, Scott Martin, Mark Wilson, Menno Van Lookeren Campagne, Chi-Ming Li, Cheng-Yuan Kao

**Keywords:** Intestinal epithelial barrier, Time series transcriptome, Rho GTPase, Tight junction, *HNF4A*, *SLC26A3*, Inflammatory bowel disease

## Abstract

**Objective:**

The intestinal epithelial barrier maintains gut homeostasis, and its disruption contributes to inflammatory diseases such as Inflammatory Bowel Diseases (IBD). Although barrier restoration is a promising therapeutic strategy, most current approaches target immune responses rather than epithelial function. Since barrier injury and repair progress through discrete phases, this study aimed to define time-resolved epithelial transcriptional programs and identify candidate regulatory nodes for barrier-focused therapeutic intervention.

**Methods:**

Differentiated Caco-2 epithelial monolayers were used to model cytokine-induced barrier disruption and profiled by time-resolved bulk RNA-seq. Transcriptional dynamics and candidate regulators were identified using pairwise differential expression, likelihood-ratio testing, pathway enrichment, and upstream-regulator inference. Candidate nodes were tested by pharmacologic perturbation, and disease relevance was assessed by qPCR and histology in human IBD colon tissues.

**Results:**

Time-resolved profiling revealed dynamic epithelial programs involving the Rho GTPase cycle, sirtuin signaling, non-canonical WNT signaling, and junction/EMT-associated pathways. Upstream-regulator inference highlighted JAK2, TNF, gasdermin D, and β-estradiol, and pharmacologic perturbation of these nodes mitigated cytokine-induced barrier loss. HNF4A emerged as a gut epithelial transcriptional hub regulating targets including SATB2 and SLC26A3. Notably, SLC26A3 was markedly reduced in IBD colon tissues.

**Conclusions:**

This study provides a time-resolved epithelial framework and highlights therapeutic opportunities for barrier-focused interventions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00011-026-02288-5.

## Introduction

The gastrointestinal epithelial barrier is central to mucosal and systematic homeostasis, enabling selective nutrient uptake while restricting passage of luminal antigens, pathogens, and other potentially harmful macromolecules [1]. Disruption of intestinal barrier contributes to a wide spectrum of conditions including inflammatory diseases, infection, drug-induced injury, ischemia, and post-surgical complications [2].

Inflammatory bowel diseases (IBD), including ulcerative colitis (UC) and Crohn’s disease (CD), are chronic, relapsing-remitting disorders characterized by dysregulated immune responses and compromised intestinal barrier integrity [3,4]. Current therapeutic strategies predominantly focus on immunosuppression, targeting cytokine signaling pathways and leukocyte recruitment [5,6]. While agents such as Upadacitinib, a Janus kinase (JAK) inhibitor, have demonstrated clinical efficacy in UC with a reported 48% risk reduction in relapse [7], pharmacologic interventions aimed at restoring intestinal epithelial barrier function remain absent. Notably, increased intestinal permeability has been observed in a subset of healthy first-degree relatives of patients with CD, suggesting it may serve as a preclinical marker and risk factor for disease onset [8,9]. In patients with CD, elevated intestinal permeability has also been associated with risk of relapse [10]. However, the underlying mechanisms driving these alterations in barrier function are still not fully understood.

Epithelial barrier integrity is primarily governed by dynamic tight junction (TJ) complexes localized at the apical region of polarized epithelial cells. These structures are composed of key transmembrane proteins such as claudins, occludin, and cytoplasmic scaffolding proteins like zonula occludens-1 (ZO-1). Although originally viewed as passive barriers, tight junctions are now recognized as dynamic signaling hubs [11]. For example, Claudin-2, a pore-forming TJ protein, increases paracellular permeability to cations and is upregulated in inflamed tissues under the influence of proinflammatory cytokines such as IL-13 and TNF-α, contributing to diarrhea and barrier disruption in IBD [12]. Conversely, occludin overexpression enhances epithelial barrier function in vitro, representing a potential protective response [13]. Interestingly, casein kinase 2 (CK2), which phosphorylates occludin is reported to weaken its interaction with ZO-1 and enhance claudin-2 expression [14]. The inhibition of CK2 has been shown to restore barrier function and attenuate colitis in T cell-mediated murine models [14]. ZO-1, a multifunctional peripheral membrane protein, anchors claudins and occludin to the cytoskeleton and interacts with numerous other proteins, including ZO-2/3, cingulin, JAM-A, and F-actin [15] and deletion of intestinal epithelial ZO-1 increases macromolecular permeability and disrupts apical membrane structure, both in vitro and in vivo [16].

Another key regulator of perijunctional dynamics is myosin light chain kinase (MLCK), which increases permeability via phosphorylation of myosin light chain (MLC), leading to contraction of the perijunctional actomyosin ring (PAMR) and tension on TJ proteins [17,18]. Inhibition of MLCK by novel small molecules, such as divertin, has been shown to preserve barrier integrity by preventing TNF-induced MLC phosphorylation and occludin endocytosis, effectively reducing diarrheal diseases [19]. Moreover, inhibition of MLCK interacting protein, tacrolimus-binding protein (FKBP8) reported to prevent MLCK1 recruitment to intracellular junctions and downstream events [20].

In parallel, the hypoxia-inducible factor (HIF) pathway also plays a critical role in barrier regulation. Under normoxic conditions, prolyl hydroxylase domain proteins (PHD1 and PHD2) promote HIF1α degradation. Stabilization of HIF1α via PHD inhibition enhances expression of barrier-protective genes involved in mucus production, TJ formation, and wound healing [21]. In preclinical models, oral administration of PHD-specific inhibitors restored barrier function and ameliorated colitis by stabilizing HIF1α [22], identifying the HIF pathway as a potential barrier target for therapeutic intervention.

Rho GTPases have emerged as key regulators of intestinal epithelial homeostasis through their control of tight junction assembly and actin cytoskeleton dynamic [23]. These processes are essential for maintaining epithelial barrier integrity and regulating paracellular permeability and lack of RhoA in IECs in mice increases intestinal permeability and inflammation [24,25]. Disruption of Rho GTPase signaling has been shown to impair junctional organization, resulting in increased intestinal permeability and facilitating the translocation of luminal antigens and microbes, thereby promoting mucosal inflammation [23,24].

Beyond their role in epithelial barrier function, Rho GTPases are critical modulators of immune cell behavior. They regulate fundamental processes such as leukocyte migration, phagocytosis, and lymphocyte activation, thereby shaping both innate and adaptive immune responses [26]. Importantly, genetic studies have identified multiple IBD susceptibility loci that intersect with Rho GTPase regulatory pathways, further underscoring their relevance in disease pathogenesis [23].

To date, differentiated Caco-2 human colon adenocarcinoma cell line culture remains a widely adopted, reductionist system for dissecting epithelial-intrinsic control of permeability despite their cancer-derived origin and lack of three-dimensional physiological context [27]. Polarized Caco-2 monolayers cultured on transwells and differentiated into enterocyte-like monolayers, expressing tight junctions, brush border, ionic transporter, digestive enzymes and various receptors (e.g., vitamin B12, vitamin D3, epidermal growth factor receptor (EGFR)) as well as sugar transporters (GLUT1-5, SGLT1) and a range of immune related proteins (IL-6, IL-8, TNF-α, TGF-β, etc.) resembling the physiological properties of the human intestinal epithelium enable standardized, scalable investigation of barrier regulation and compound testing [28].

Although Caco-2 barrier models are widely used, genome-scale analyses under cytokine challenge have largely been limited to single-timepoint readouts or microarray co-cultures [29], leaving a gap in epithelium-only, time-course RNA-seq data. We address this gap by profiling differentiated Caco-2 monolayers across a cytokine-induced barrier-disruption series, resolving dynamic epithelial programs and actionable control points.

In this study, we modeled gut epithelial barrier failure by challenging differentiated Caco-2 monolayers with cytokines and profiling the response over time by bulk RNA-seq. A joint analysis that integrates pairwise differential expression with a likelihood-ratio test across the series resolves transient and nonlinear programs, centering the Rho GTPase cycle as the nexus of cytoskeletal and tight-junction remodeling. Network inference points to tractable upstream regulators such as *JAK2*, gasdermin D, *TNF*, and β-estradiol and to HNF4α as an epithelial transcriptional hub with downstream genes such as *SATB2* and *SLC26A3*. Perturbing these upstream regulators attenuates barrier loss, echoing the activity of approved *JAK* and *TNF* inhibitors and underscoring the value of a reductionist, epithelial-first platform for mapping mechanisms and prioritizing barrier-directed interventions.

## Methods

### Cell culture

The human colorectal adenocarcinoma cell line Caco-2 expressing Cas9 was purchased from UBIGENE Biosciences Co., Ltd (Guangzhou, China). Cells were maintained in 77% minimum essential media (Gibco) supplemented with 20% heat inactivated fetal bovine serum (Sigma Aldrich), 1% Glutamax, 1% Sodium pyruvate, 1% non-essential amino acids (Gibco) and 100 µg/ml hygromycin (Gibco) in a humidified atmosphere (37 °C and 5% CO_2_). For differentiation, cells were seeded at 8 × 10^4^ cells/200µl on 0.4 μm pores polyester HTS transwell membrane (Corning-Costar, Acton, MA) and grown as monolayers. After 12 days, recombinant human TNF-α and human IFN-γ were treated to both apical and basal chamber for 0 h (*N* = 4 per group), 6 h (*N* = 7 ~ 8 per group), 9 h (*N* = 7 per group), 18 h (*N* = 4 per group), 30 h (*N* = 8 per group) and 54 h (*N* = 8 per group). Cytokines were added once at the start of treatment, and the medium was not replenished during the 54-hour exposure. The cells were cultured and used for experiments within fewer than 12 passages to ensure consistent differentiation status.

For 3D microfluidic model system, OrganoReady Colon Caco-2 (Mimetas BV, The Netherlands) comprising 64 ready-to-use Caco-2 seeded against collagen I was used.

### Recombinant cytokines, reagents and cell viability

Recombinant human TNF-α (HZ-1014; Proteintech) and recombinant human IFN-γ (285-IF/CF; Bio-techne) were purchased. Cell viability was determined using CellTiter-Glo (G7573, Promega, Leiden, the Netherlands) according to the manufacturer’s protocol. This kit detects viable cells by quantifying ATP which indicates the presence of metabolically active cells. The assay was performed in a 96-well plate format and luminescence was quantified using Tecan microplate reader.

### Barrier integrity assay

Trans-Epithelial Electrical resistance (TEER) was measured and calculated using an epithelial volt-Ohm meter (EVOM2; World Precision Instruments, Sarasota, FL). The TEER of empty transwell was subtracted. TEER measurements for Organoplates were performed using an automated multichannel impedance spectrometer (OrganoTEER, Mimetas BV).

### FITC-dextran intestinal permeability assay

Cells were seeded onto Transwell inserts (0.4-µm pore size) and maintained under standard culture conditions until a confluent, polarized monolayer was established. Prior to the assay, monolayers were washed with pre-warmed Hank’s balanced salt solution (HBSS). FITC-dextran diluted in HBSS was added to the apical compartment (250 µl; final concentration 1 mg/ml), and 800 µl fresh HBSS was added to the basolateral compartment. The cells were incubated at 37 °C for 20 min. Basolateral medium was collected for analysis. Fluorescence intensity was measured using a Tecan microplate reader (excitation 485 nm, emission 528 nm).

### RNA isolation and gene expression analysis

Total RNA was extracted using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions and 800ng of RNA was reverse transcribed with cDNA synthesis master mix (Legene Biosciences, CA, USA). TaqMan assay probes are purchased from ThermoFisher, and the assay number of each probe was listed in the Table S1. RT-PCR was performed using QuantStudio™ 7 Flex (Applied Biosystems). Fold change in expression was calculated using 2-ΔΔCT method using GAPDH as house-keeping gene and normalized with untreated control.

### Bulk RNA sequencing

The concentration and quality of the isolated RNA samples were assessed and determined on Agilent 4200 TapeStation system. Quality of RNA was checked using the Bioanalyzer. RNA extracted from cells with a RIN (RNA integrity number) score of 7 was considered for further analysis. Sequencing libraries were constructed using the TruSeq Stranded mRNA Library Preparation Kit (Illumina) and IDT for Illumina-TruSeq RNA UD Indexes. Libraries were sequenced on a NovaSeqX to a minimum depth of 35 million reads. Raw sequencing reads were aligned to the human genome reference (Human.B38) using the OSA aligner (Qiagen Omicsoft). Aligned reads were collapsed into gene-level counts using Omicsoft’s RSEM implementation and the genomic locations in the GENCODE v33 gene model. Data analysis was performed using the Ingenuity Pathway Analysis (IPA) package (Qiagen) (Fig. 1).

**Fig. 1:**
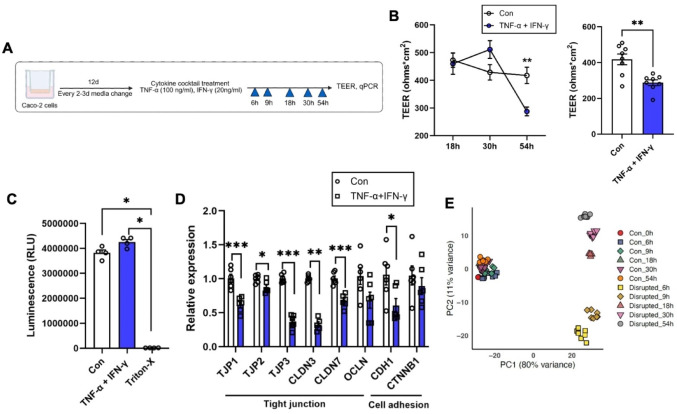
Cytokine induced intestinal barrier disruption in Caco-2 cells and transcriptome analysis. **A** Overview of experimental design using cytokine mediated intestinal barrier disruption model. **B** Gut barrier integrity using TEER measurement at 18 h, 30 h and 54 h and endpoint at 54 h. *N* = 8 /group. **C** Cell viability test at 54 h. *N* = 4/group. **D** Relative expression of tight junction and cell adhesion related genes by qPCR *N* = 6 /group. **E** PCA plot of differentially expressed genes across each time point: 0 h (*N* = 4 per group), 6 h (*N* = 7 ~ 8 per group), 9 h (*N* = 7 per group), 18 h (*N* = 4 per group), 30 h (*N* = 8 per group) and 54 h (*N* = 8 per group). Bulk RNA-seq and qPCR data were derived from two independent experiments. Other assays were performed in a single experiment with technical independent wells per condition. The number of replicates is indicated for each experiment. Data are presented as means ± SEM. *p-*values were determined by an ANOVA test with Sidak’s multiple comparison test (B, left), Mann-Whitney U test was used for B (right) and C. Unpaired t-test was used for D. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001

### Pairwise DE analysis

Pairwise differential expression analyses were performed using DESeq2, applying significance thresholds of false discovery rate (FDR) < 0.05 and |fold change| > 1.5 to identify differentially expressed genes (DEGs) between control (Con) and disrupted (Disrupted) conditions at each time point. Prior to analysis, genes with fragments per kilobase of transcript per million mapped reads (FPKM) values less than 1 were excluded to remove lowly expressed transcripts, and only protein-coding genes were retained for downstream analyses.

Volcano plots were generated in R (tidyverse, ggplot2, ggrepel) to visualize the differential expression profiles of protein-coding genes between cytokine treated and undisrupted Caco-2 cells at five time points (6, 9, 18, 30, and 54 h), as shown in Supplementary Fig. 1A.

The union of DEGs identified across all pairwise comparisons throughout the time course was subjected to hierarchical clustering to group genes exhibiting similar temporal expression dynamics into eight distinct clusters. These clusters were visualized in a clustered heatmap to illustrate dynamic gene expression patterns (Fig. 2A). To elucidate the biological significance of each cluster, Ingenuity Pathway Analysis (IPA) was performed to identify enriched canonical pathways and biological processes associated with the transcriptional programs of Caco-2 cells.

**Fig. 2:**
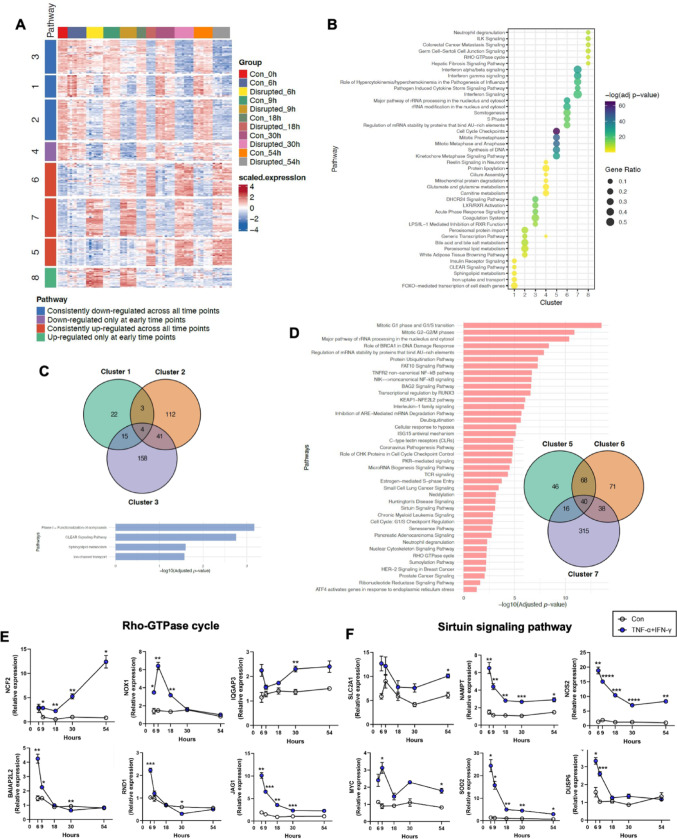
Pairwise differential gene expression analysis and enriched pathway analysis in differentiated Caco-2 cells following cytokine exposure at each time point. RHO GTPase cycle and Sirtuin Signaling pathway are selected from overlapping pathways induced by cytokine exposure and DEGs are validated. **A** Heatmap with hierarchical clustering of differentially expressed genes at different time points (0 h, 6 h, 9 h, 18 h, 30 h, 54 h) after the cytokine treatment in Caco-2 cells. **B** Top 5 enriched IPA pathways in pairwise DEG clusters in each cluster and the significance is represented as -log 10 (adjusted *p*-value) Some of the pathways share the same significances and captured more than 5. **C** Venn diagram showing significantly overlapping enriched pathways among cluster 1–3, with core overlapping pathways. **D** Venn diagram of overlapping enriched pathways among clusters 5–7, with the core overlapping pathways. **E** and **F** Validation of the DEGs levels by qPCR in selected overlapping pathways in Caco-2 cells (*N* = 4 /group). qPCR data were derived from two independent experiments. Data are presented as means ± SEM. *p-*values were compared to control at each time point and determined by an ANOVA test with Sidak’s multiple comparison test (D and E). *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001

### Temporal clustering (LRT analysis)

To examine and model dynamic gene expression changes over time, a likelihood ratio test (LRT) was performed using the DESeq2 package. The full model included both Time and Treatment factors along with their interaction (design = ~ Time + Treatment + Treatment: Time), capturing the combined effects of treatment conditions and temporal progression. To specifically assess the contribution of time-dependent variation beyond treatment effects, a reduced model (reduced = ~ Treatment + Time) was employed, effectively removing the interaction term (Treatment: Time) from the design. This comparison between the full and reduced models allowed for identification of genes whose expression profiles were significantly influenced by the interaction between treatment and time, highlighting temporal regulatory effects driven by experimental conditions.

Genes showing statistically significant differences (adjusted *p* < 1e − 10) from the LRT were retained as time-responsive candidates. The expression counts of these genes were then variance-stabilized using regularized log transformation (rlog) for downstream visualization. Subsequently, temporal expression patterns were clustered using the degPatterns function from the DEGreport package, grouping genes with similar time-dependent trajectories. These clusters were visualized as smoothed line plots (Fig. 3A) showing median expression and interquartile ranges across time points for each treatment. This approach enabled the delineation of distinct temporal expression profiles, revealing coordinated transcriptional responses and dynamic regulatory programs across treatment conditions.

**Fig. 3:**
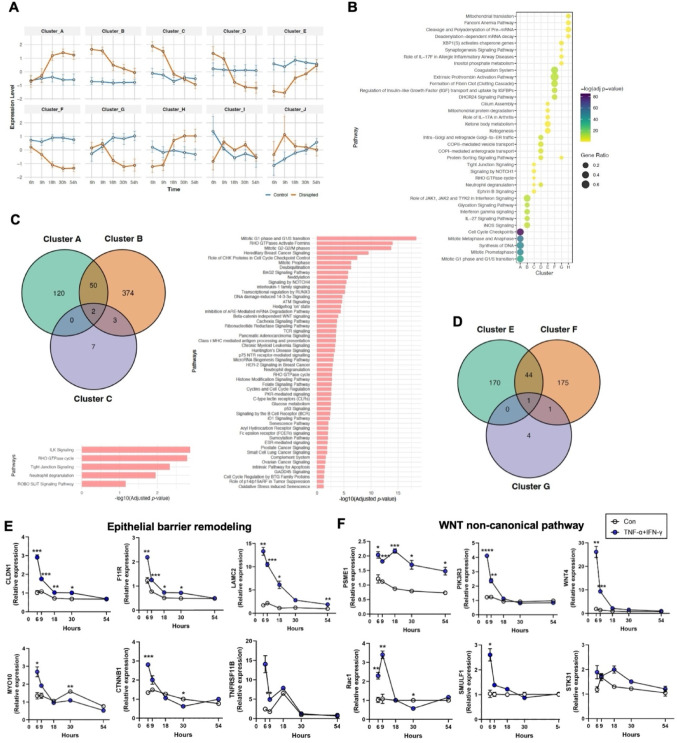
LRT analysis and enriched pathway analysis in differentiated Caco-2 cells with cytokine exposure at each time point. Tight junction signaling network and WNT non-canonical pathway are selected among the overlapped pathways induced by cytokine exposure and DEGs are validated. **A** LRT analysis of the cytokine induced barrier disrupted Caco-2 cells, identifying 10 distinct temporal clusters. **B** Top 5 enriched pathway analysis of each cluster based on biological processes with pathway significance represented as -log 10 (adjusted P-value). **C** Venn diagram showing significantly overlapping enriched pathways among cluster 1–3 and the core overlapping pathways are shown between cluster 1 and 2 and between cluster 2 and 3. **D** Venn diagram of significantly overlapping enriched pathways among clusters 5–7 and the core overlapping cluster between cluster 5 and 7. (E and F) Validation of the DEGs levels by qPCR in selected overlapping pathways in Caco-2 cells. *N* = 4 /group. qPCR data were derived from two independent experiments. Data are presented as means ± SEM. *p*-values were determined by an ANOVA test with Sidak’s multiple comparison test for E and F. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001

### Enrichment pathway analysis of DEGs

Pathway enrichment analysis was performed using Ingenuity Pathway Analysis (IPA, QIAGEN, Redwood City, www.qiagen.com/ingenuity) to identify biological pathways and molecular functions significantly associated with genes derived from both pairwise differential expression (DE) and temporal LRT (Likelihood Ratio Test) analyses. For the pairwise DE analysis, genes showing significant expression differences between treatment conditions at each time point were identified using DESeq2 and subsequently analyzed in IPA to determine condition-specific pathway enrichment. In parallel, the temporal LRT analysis-based on the model ~ Time + Treatment + Treatment: Time with the reduced model ~ Treatment + Time-was applied to capture genes with significant time-dependent expression changes or treatment-time interactions.

The significant genes from each analysis were uploaded into IPA, and canonical pathway enrichment was assessed using adjusted p-values to determine significance. The top enriched pathways for each gene cluster or comparison were visualized using bubble plots, where the − log₁₀(adjusted p-value) represented pathway significance and the gene ratio indicated the proportion of differentially expressed genes contributing to each pathway. This integrative approach enabled comparison of condition-specific and temporally regulated biological responses, providing a comprehensive view of the molecular mechanisms underlying dynamic gene expression changes across time and treatment conditions. All the enriched pathways in each cluster analyzed by both methods are shown in **supplementary data 1 and 2.**

### Upstream regulators analysis

To identify molecules upstream molecules (i.e. transcription factors, drugs, compounds, cytokines, miRNAs) in the literature-complied QIAGEN Knowledge Base whose activity could potentially explain the observed gene expression changes, we used IPA analysis. The P-value (determined with Fisher’s exact test) reflects the significance of the overlap between the regulated sets within the dataset. A Z-score could not be analyzed due to the cluster-based analysis. For validation test, the list of the chemicals/drugs were used and shown in **Table ****S2**.

Upstream regulator analysis was performed using the Ingenuity Pathway Analysis (IPA) upstream regulator module to predict key transcriptional regulators driving gene expression changes across the eight Caco-2 gene clusters identified from the longitudinal RNA-seq data. The resulting dataset containing regulator names, molecule types, and associated p-values for each cluster was imported into R (dplyr, tidyr, ggplot2, readr). Molecules were filtered to retain only biologically relevant categories, including transcription regulators, cytokines, growth factors, chemical reagents, chemical drugs, endogenous mammalian chemicals, and biologic drugs. This visualization (Fig. 4A) highlights distinct classes of predicted upstream regulators contributing to the transcriptional dynamics of each cluster in Caco-2 cells, offering insights into the regulatory mechanisms underlying intestinal epithelial responses.

**Fig. 4:**
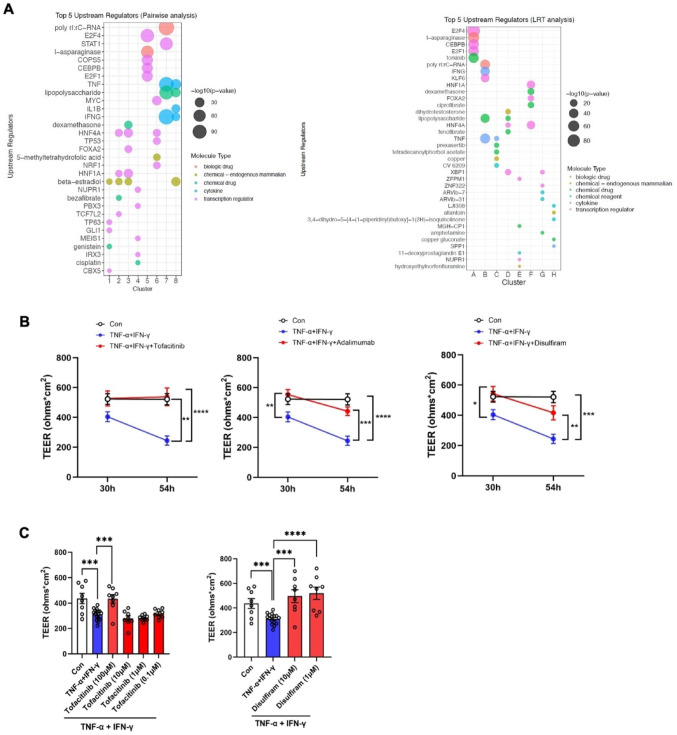
Upstream analysis of pairwise DE analysis and LRT analysis to identify the predicted molecules that could potentially reverse the transcriptome phenotypes. **A** Top 5 upstream regulators for pairwise DE analysis and LRT analysis were shown. **B** Experimental validation of predicted upstream regulators (biologic drug, chemical drug) during cytokine treatment using TEER. *N* = 4/group for control, *N* = 7 ~ 8 / group for all the other treatment group. Inhibition of core regulator or upstream regulator could reverse the intestinal barrier integrity in response to cytokine treatment at 30 h or/and 54 h. **C** TEER validation using 3D organofluic system. *N* = 8 /group except TNF-α + IFN-γ only treated group (*N* = 16 /group). The data were obtained from a single experiment with the indicated independent wells per condition. Data are presented as means ± SEM. *p-*values were determined by an ANOVA test with Sidak’s multiple comparison test for B and one-way Anova with Tukey’s multiple comparison test for C. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001

### Crohn’s diseases/ulcerative colitis cDNA Array

TissueScan, Crohn’s and Colitis cDNA array panel I (CCRT501) and panel II which contain ten identical sets of 47–48 large and small intestine tissues covering both Crohn’s and colitis disease and normal tissue were purchased from Origene. The number of samples per group that were analyzed are as follows: non-IBD panels are 13, CD panels are 35 and UC panels are 43. Relative expression of SLC26A3 was quantified using qPCR and GAPDH was used as internal house keeping gene.

### SLC26A3 staining and quantification in human colon specimens

To evaluate and quantify the expression of SLC26A3 from CD and UC patients, the colon specimens were collected and compared with normal colon specimens. 9 normal colons, 6 CD colons and 9 UC colons were analyzed. For the tissue staining, rabbit polyclonal antibody, SLC26A3 (Invitrogen, PA5-57508), 0.25 µg/ml were used to stain the tissue and the rabbit monoclonal antibody, rabbit IgG isotype (Cell Signaling Technology, 3900 S), 0.25 µg/ml were used as control. Then Ventana Discovery Ultra autostainer was then used for autostaining. Annotations were hand drawn roughly around the transverse sections of the mucosa and muscularis mucosa then an Al algorithm was trained to separate the glass/background and submucosa from the mucosa and muscularis mucosa. Thresholds were set to separate true signal from background. The localization of SLC26A3 expression was quantified using the following formula: % Area = (µm^2^ of marker of interest / µm^2^ of mucosa & muscularis mucosa) * 100. The stained slides were digitized using an Aperio GT 450 scanner (Leica Biosystems Inc., Buffalo Grove, IL Cat #23GT450).

### Statistical analysis

Data are presented as means ± SEM. P-values were determined by an ANOVA test with Sidak’s multiple comparison test and unpaired t test (Mann-Whitney test). P-values < 0.05 were considered significant (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001). The data was analyzed using GraphPad Prism version (10.4.1).

## Results

To mimic a model of gut barrier disruption induced by inflammation, we treated human intestinal epithelial cells, Caco-2, with the key cytokines responsible for mediating inflammation including TNF-α and IFN-γ. (Fig. 1A). Caco-2 cells were cultured on transwell inserts for 12 days followed by treatment with TNF-α and IFN-γ applied to both the apical and basolateral side. Barrier integrity was assessed using transepithelial electrical resistance (TEER) and FITC-dextran leakage assays for paracellular permeability. Cytokine cocktail treatment significantly decreased TEER at 54 h (Fig. 1B). We confirmed that IFN-stimulated gene, myxovirus resistance protein 1 (*MX1*) was highly upregulated and TNF-α-inducible gene, *IL-8* was also significantly elevated throughout all time points (**Supplementary Fig. 1A**). Additionally, our bulk RNA-seq data show relatively stable expression of enterocyte differentiation marker genes across 0–54 h time course under control conditions, including brush border enzymes such as alkaline phosphatase (*ALPI*) and sucrase-isomaltase (*SI*), as well as villin (*VIL1*) and dipeptidyl peptidase-4 (*DPP4*) (**Supplementary Fig. 1B**). This stability is consistent with a maintained differentiated state over the experimental window. 

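Caco-2 is a human colorectal adenocarcinoma cell line that forms a polarized, enterocyte-like monolayer when kept confluent, and the cells sequenced here also expressed Cas9. After 12 days in culture they received TNF-α at 100 ng/ml together with IFN-γ at 20 ng/ml, or no cytokine. Messenger RNA was made into stranded libraries and sequenced. The deposited values cover 73 libraries, 39 labelled control and 34 labelled cytokine, and the labels assign them to 2 experiments. Experiment 1 holds 29 libraries at 6, 9, 30 and 54 h, with 4 in each group except for 3 cytokine libraries at 6 h and 3 libraries in each group at 9 h. Experiment 2 holds 44 libraries, 4 in each group, at 6, 9, 18, 30 and 54 h plus 4 controls at 0 h, so that 0 h and 18 h come from experiment 2 alone.

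The authors aligned the reads with OSA to the human B38 genome with GENCODE v33 and deposited the gene counts of Omicsoft's RSEM implementation. These are estimated counts without normalization, of which 29.1% of the values above 0 were not whole, and they were rounded before testing. Library totals ran from 20822861 to 58042540 counts with a median of 40420618. Experiment 1 had a median of 33711006 and experiment 2 of 43464026. The 4 controls at 0 h had 36320943 to 55981391 counts (median 41767090). At 6 h the 8 control libraries had 20822861 to 48835009 counts (median 36994512) and the 7 cytokine libraries 34416770 to 58042540 (median 42383527). At 9 h the 7 controls had 29402585 to 57886074 (median 36206113) and the 7 cytokine libraries 27576014 to 39584936 (median 30980619). The 4 controls at 18 h had 42319943 to 55090303 (median 48981087) and the 4 cytokine libraries 40745299 to 52896538 (median 44879126). At 30 h the totals were 30994182 to 51253586 in 8 controls (median 41956004) and 32142693 to 48042521 in 8 cytokine libraries (median 41308167). At 54 h they were 32381243 to 52641382 in 8 controls (median 38405676) and 32702794 to 47353230 in 8 cytokine libraries (median 34282228). These totals are counts that fell on genes, a different quantity from the number of sequenced reads.

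Counts of 11270 protein-coding genes were tested, those with a mean FPKM of at least 1 in at least 1 group of label and time point. They were tested with edgeR's quasi-likelihood test after TMM normalization. The experiment was a covariate in the comparisons at each time point that used both experiments. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. Gene positions are from GENCODE v29 on GRCh38.

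CXCL10 (chromosome 4, 76021117 to 76023497), a chemokine gene induced by IFN-γ, was examined in every library to check the labels. In experiment 1 the controls reached at most 7.74 CPM and the cytokine libraries started at 718 CPM. The CPM values given for genes are counts scaled to each library's total over the tested genes, adjusted by TMM. FPKM values and lower bounds on folds use the library total without TMM. In experiment 2, 20 of 44 libraries lay above the highest control of experiment 1, and 10 of these were labelled control. Another 10 libraries labelled cytokine lay at or below it. By label and time, the libraries labelled control with CXCL10 above that level were 0 of 4 at 0 h, 1 of 4 at 6 h, 1 of 4 at 9 h, 4 of 4 at 18 h, 1 of 4 at 30 h and 3 of 4 at 54 h. The libraries labelled cytokine above it were 2 of 4 at 6 h, 0 of 4 at 9 h, 3 of 4 at 18 h, 1 of 4 at 30 h and 4 of 4 at 54 h. The deposited labels were kept for every library, and a library of experiment 2 is called by its label only. Results over both experiments are given together with those of experiment 1 alone. P-values within experiment 1 measure the spread among libraries of that single experiment and not the spread between experiments. Experiment 1 alone had been planned as an alternative and was taken as a result of its own after this check.

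**Figure D1:**
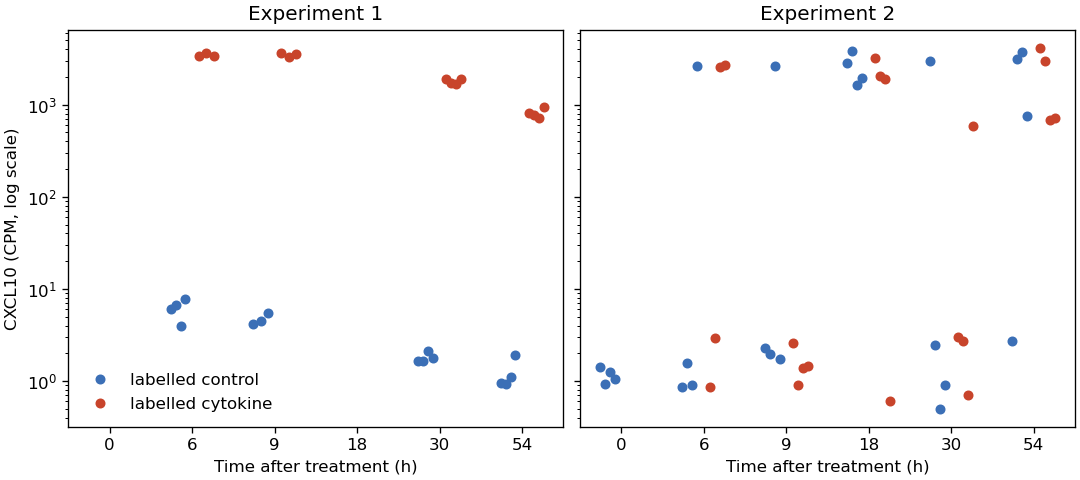
CXCL10 in CPM on a log axis, 1 point per library, by time point in hours and deposited label, for experiment 1 and experiment 2. In experiment 1 the groups do not overlap, while in experiment 2 the libraries labelled control and cytokine are found at both levels.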

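In the control libraries of experiment 1, VIL1 was 664 ± 17.4 CPM (SD, n = 4) at 6 h and 715 ± 63.0 CPM (SD, n = 4) at 30 h. DPP4 went from 401 ± 8.66 CPM (SD, n = 4) at 6 h to 344 ± 20.8 CPM (SD, n = 4) at 54 h and ALPI from 66.3 ± 0.7095 CPM (SD, n = 4) at 6 h to 48.8 ± 2.12 CPM (SD, n = 4) at 54 h. SI was the most variable, with 29.0 ± 13.7 CPM (SD, n = 4) at 6 h and 54.2 ± 22.0 CPM (SD, n = 4) at 54 h. Relative to 6 h, the largest log2 change in either direction was -0.44 at 54 h for ALPI (adjusted p = 2.99e-04 from edgeR's quasi-likelihood test), -0.22 at 54 h for DPP4 (edgeR adjusted p = 0.0116), -0.14 at 9 h for VIL1 (edgeR adjusted p = 0.0327) and 0.91 at 54 h for SI (edgeR adjusted p = 0.195). Each of these p-values is from a joint test of all time points for that gene, and the named time alone was not tested. None of the markers met the thresholds on both p and fold change.

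Across all 39 control libraries, relative to 0 h, VIL1 (largest log2 change -0.61 at 18 h, edgeR adjusted p = 0.00977) and DPP4 (-0.85 at 18 h, edgeR adjusted p = 0.0474) passed both thresholds, and ALPI (-0.39 at 18 h, edgeR adjusted p = 0.772) and SI (-0.73 at 18 h, edgeR adjusted p = 0.735) did not. These p-values too are from joint tests of all time points. The 39 control libraries include those of experiment 2 that are labelled control and carry CXCL10 at the level of cytokine libraries. Among all genes tested, 2172 changed over time in the control libraries of both experiments and 1062 in those of experiment 1. The choice with the largest effect was the 0 h group, without which 26 genes were called over both experiments.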

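Within experiment 1, the enterocyte markers ALPI, SI, VIL1 and DPP4 were lower with cytokine at the late time points. ALPI (chromosome 2, 232456123 to 232460032) was 17.5 ± 3.19 CPM (SD, n = 4) with cytokine and 51.9 ± 4.56 CPM (SD, n = 4) in controls at 30 h, a log2 fold change of -1.56 (standard error 0.117, adjusted p = 6.95e-07 from edgeR's quasi-likelihood test), and its log2 fold change was -1.38 at 54 h (edgeR adjusted p = 1.2e-07). SI (chromosome 3, 164978898 to 165078495) had log2 fold changes of -1.03 (standard error 0.242, edgeR adjusted p = 0.00316) at 30 h and -2.67 (standard error 0.311, edgeR adjusted p = 7.22e-05) at 54 h, where it was 8.41 ± 1.60 CPM (SD, n = 4) with cytokine. DPP4 (chromosome 2, 161992241 to 162074542) was called lower from 9 h on. Its log2 fold changes were -0.64 (edgeR adjusted p = 3.22e-05), -1.31 (edgeR adjusted p = 1.29e-07) and -1.62 (edgeR adjusted p = 2.09e-09) at 9, 30 and 54 h. Without control sample 8 its 9 h value was -0.58, within the fold threshold. VIL1 (chromosome 2, 218419092 to 218453295) had log2 fold changes of -0.78 (standard error 0.0626, edgeR adjusted p = 1e-06) at 30 h and -0.53 (standard error 0.0629, edgeR adjusted p = 1.98e-05) at 54 h, the second within the 1.5-fold threshold. At 6 h none of the 4 markers was called. DPP4 and VIL1 were lower there in every fit with 1 library left out (-0.59 to -0.43 and -0.42 to -0.34). Both passed the fold threshold at 6 h with GAPDH scaling (-0.76 and -0.64). Without cytokine sample 5, DPP4 (-0.59) passed it as lower and SI (1.08) as higher.

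Over both experiments as labelled, ALPI was called at 30 h (-0.85, edgeR adjusted p = 0.0326) and 54 h (-0.82, edgeR adjusted p = 0.0435), as was DPP4 (-0.76, edgeR adjusted p = 0.0327 and -1.08, edgeR adjusted p = 0.0191). SI was not called at 54 h (-1.56, edgeR adjusted p = 0.0507), and VIL1 stayed within the fold threshold (-0.37 and -0.35 at 30 and 54 h). Within experiment 2 none of the 4 was called at any time point. Of the scalings tried in experiment 1, GAPDH in place of TMM moved the median log2 fold change of all genes most. It shifted the median of all genes by -0.26, 0.01, -0.64 and -0.83 at 6, 9, 30 and 54 h, so VIL1 became -1.36 at 54 h. At 9 h leaving out single libraries moved SI more, to between -0.29 and 0.30. All changes given here are relative to the TMM scaling unless GAPDH is named.

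**Figure D2:**
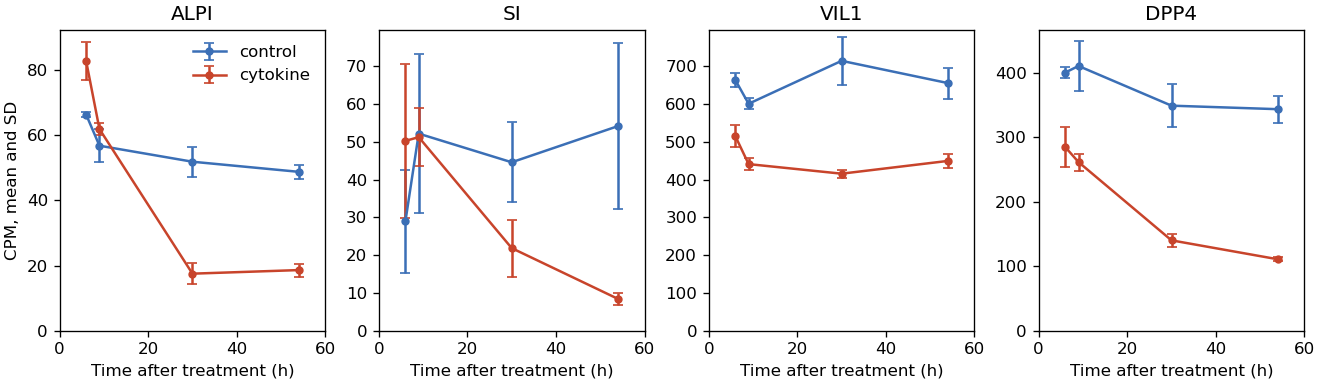
CPM of ALPI, SI, VIL1 and DPP4 in experiment 1 at 6, 9, 30 and 54 h, control and cytokine, with 3 or 4 libraries per group. Control and cytokine separate at 30 and 54 h for ALPI and DPP4.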

Upon cytokine treatment, these genes are significantly downregulated, in line with previous report [30], suggesting that inflammatory stimulation is associated with disruption of epithelial barrier differentiation and absorptive functions. Together, these observations support the presence of a differentiated enterocyte-like transcriptional state under basal conditions. A limitation is that the full differentiation trajectory (e.g. from day 1 to day 12) was not assessed, precluding direct comparison to earlier, undifferentiated states. Furthermore, we confirmed that the cell viability after the cytokine treatment at the end point was not compromised (Fig. 1C) and most of the barrier-related genes and the cell adhesion-related genes were significantly reduced at 54 h (Fig. 1D). Gene expression results for the remaining time points (6 h, 9 h, 18 h, and 30 h) are shown in **Supplementary Fig. 1C**.

Consistent with the TEER measurements, FITC-dextran permeability assays (**Supplementary Fig. 3**) further supported increased paracellular permeability under cytokine treatment. Collectively, these results support that this cytokine-mediated barrier disruption model elicits ~ 25% reduction in TEER resistance, increased paracellular permeability by more than two-fold and downregulation in some of the barrier related genes without cytotoxic effects within 54 h.

To characterize the temporal transcriptome profiles of cytokine-induced barrier disruption and inflammation in gut epithelial cells, differentiated Caco-2 cells were treated with TNF-α and IFN-γ for 6 h, 9 h, 18 h, 30 h and 54 h alongside untreated controls (0 h) and analyzed by bulk RNA sequencing. Principal component analysis (PCA) showed that the dominant separation was driven by PC1 (80% variance), consistent with a strong overall effect of cytokine exposure, whereas PC2 (11% variance) captured a smaller secondary temporal component that broadly distinguished early (6–9 h) from later (18–54 h) treated samples (Fig. 1E). 

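The PCA was computed on variance-stabilised counts of the 1502 genes called at any time point over both experiments. PC1 held 80.4% of the variance of the 73 libraries and PC2 held 9.89%. The treatment label accounted for 20.5% of the spread along PC1, the time point for 20.7% and the experiment for 0.210%. These shares rest on the deposited labels, which CXCL10 does not follow in experiment 2. Every library with CXCL10 above the highest control of experiment 1 scored 8.57 or more on PC1. All other libraries scored -14.89 or less, so PC1 separated the libraries by the CXCL10 response without overlap. Along PC2 the time point accounted for 10.4% and the label for 0.0682%. PC3, with 3.09% of the variance, followed the experiment (85.8% of its spread). At 18 h, which experiment 2 alone holds, the libraries labelled control had PC1 scores of 20.6 ± 13.8 (SD, n = 4) and those labelled cytokine 13.5 ± 25.6 (SD, n = 4).

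Among the 29 libraries of experiment 1, with its own 5037 genes, PC1 held 69.2% of the variance and the label accounted for 97.2% of its spread. Mean PC1 scores ran from -32.3 to -23.5 in the 4 control groups and from 20.6 to 36.1 in the 4 cytokine groups. PC2 held 18.9% and the time point accounted for 62.1% of its spread. The cytokine libraries had mean PC2 scores of -30.3 ± 3.54 (SD, n = 3) at 6 h, -22.7 (n = 3) at 9 h, 14.7 ± 1.08 (SD, n = 4) at 30 h and 19.5 ± 0.753 (SD, n = 4) at 54 h, and every cytokine library at 6 or 9 h lay below every one at 30 or 54 h. The means of the control groups lay between -3.57 and 5.70. These genes were chosen because they differed between the labels, so a separation along PC1 is built in to some degree. On all 11270 genes PC1 held 62.7% over both experiments and 62.4% in experiment 1, and with genes scaled to unit variance 73.3% and 57.3%.

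**Figure D3:**
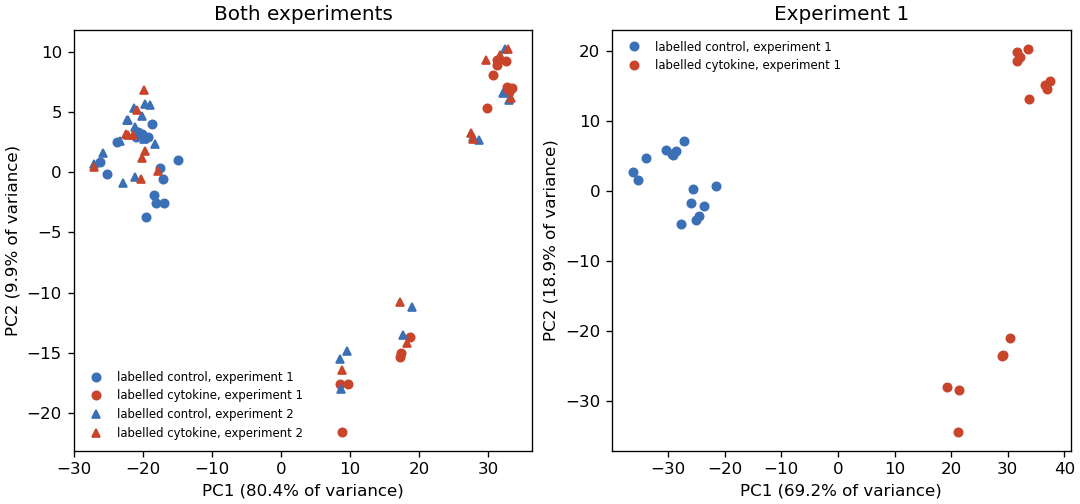
Scores of each library on PC1 and PC2 by label and experiment, for both experiments (73 libraries) and for experiment 1 (29 libraries). In experiment 1 the control and cytokine libraries are apart on PC1 and the cytokine libraries form a higher and a lower set on PC2, and over both experiments the labels mix along PC1.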

Importantly, as PCA prioritizes variance rather than experimental design, the alignment of time-point separation with PC2 still supports a consistent and biologically meaningful temporal signal, despite its lower contribution to total variance. Volcano plots of DEGs at each time points were shown in **Supplementary Fig. 1D**. 

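In experiment 1, 1979 genes were called at 6 h (1016 higher, 963 lower with cytokine), 2022 at 9 h (1099 higher, 923 lower), 3812 at 30 h (1770 higher, 2042 lower) and 3345 at 54 h (1525 higher, 1820 lower) by edgeR's quasi-likelihood test. The median absolute log2 fold change of the called genes was 0.90, 0.90, 0.93 and 0.90 at these times. With each library left out in turn, 84.4% to 98.4% of these calls were kept and none changed direction.

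With both experiments as labelled, 1 gene was called at 6 h, 0 at 9 h, 0 at 18 h, 867 at 30 h (310 higher, 557 lower) and 1282 at 54 h (408 higher, 874 lower). At an unadjusted p under 0.05 there were 2816, 747, 12, 5389 and 5676 genes at these 5 times. Within experiment 2, 0 genes were called at each of the 5 time points, with 20, 427, 12, 42 and 13 genes at an unadjusted p under 0.05. The fold changes of the 2 experiments were correlated across genes at r = 0.675 at 6 h, -0.822 at 9 h, 0.0258 at 30 h and 0.711 at 54 h, where genes are not independent replicates. Of the genes called in experiment 1, the libraries labelled cytokine in experiment 2 went the same way for 89.5% at 6 h, 8.70% at 9 h, 65.6% at 30 h and 96.2% at 54 h. The choice that moved these counts most was the set of libraries. Within experiment 1 it was the threshold, since an adjusted p under 0.05 alone gave 8413 genes at 30 h and a fold change over 2 gave 1677.

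**Figure D4:**
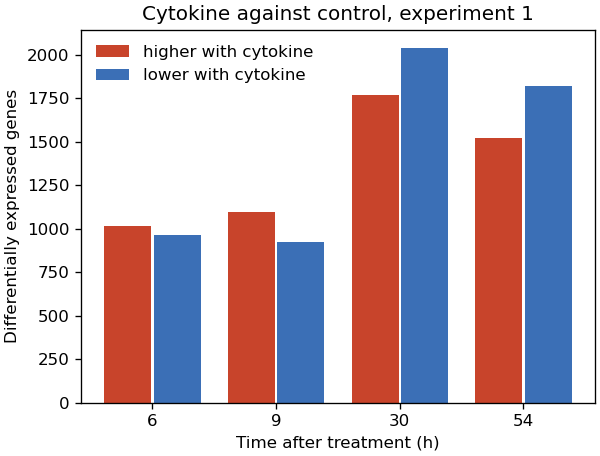
Number of genes called higher and lower with cytokine in experiment 1 at 6, 9, 30 and 54 h. The largest numbers are at 30 h, and there is no 18 h group in this experiment.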

Pairwise differential expression (DE) analysis between cytokine treatment versus control was performed for each time point. 5,352 significantly differently expressed genes were identified and clustered based on their expression patterns. 

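The union of the comparisons held 1502 genes over both experiments, 5037 genes (44.7% of those tested) in experiment 1 and 0 in experiment 2. In experiment 1, 932 genes were called at all 4 time points in the same direction, 492 higher and 440 lower. Another 1473 genes were called at a single time point and 79 in both directions. Each comparison used the control libraries of its own time point.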

Eight total clusters were identified (cluster 1–cluster 8) and further discerned as the following groups: downregulated across most timepoints (cluster 1–3), downregulated only at early timepoints (cluster 4), upregulated across most timepoints (cluster 5–7) and upregulated only at early timepoints (cluster 8) (Fig. 2A). Additionally, canonical pathway analysis identified the enriched pathways of each cluster and top five enriched pathways for each cluster were shown in Fig. 2B. 

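Classed by the times of their calls, the union in experiment 1 held 772 genes higher at early (6 or 9 h) and late (30 or 54 h) time points, 476 higher only early and 1166 higher only late. The lower genes were 965 at early and late time points, 307 only early and 1272 only late. A call at one time and not at another is not by itself a tested difference between times. Hierarchical clustering of the same genes into 8 clusters, with Euclidean distance and Ward linkage on scaled log2 CPM, gave mean log2 fold changes at 6, 9, 30 and 54 h of 1.67, 1.84, 1.42 and 1.30 in a cluster of 656 genes and of 0.54, 0.65, 1.11 and 1.02 in one of 661. A cluster of 740 genes rose mainly late (0.07, 0.14, 0.90 and 0.79) and one of 414 genes mainly early (0.91, 0.81, 0.19 and 0.01). Among the lower genes, clusters of 524 genes (-0.65, -0.63, -0.89 and -0.75) and 907 genes (-0.56, -0.63, -1.08 and -1.05) fell at every time, a cluster of 895 genes fell mainly late (-0.16, -0.31, -1.28 and -1.19) and one of 240 genes mainly early (-0.75, -0.48, -0.15 and -0.09). The numbering of these clusters is not that of the paper. In both experiments together, 527 genes were higher only late, 974 lower only late and 1 higher only early.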

In some cases, multiple pathways share the same level of significance, resulting in more than five pathways being displayed. The ratio indicates the proportion of overlapping genes relative to the total genes associated with the pathway.

To identify the core enriched pathways from these downregulated clusters, overlapping pathways among clusters 1–3 that comprise downregulated gene sets, were analyzed and visualized (Fig. 2C). Four core pathways were significantly enriched including phase I-functionalization of compounds which involved drug/xenobiotic metabolism [31], coordinated lysosomal expression and regulation (CLEAR) signaling pathway, sphingolipid metabolism and ion channel transport. In parallel, overlapping pathways among clusters 5–7 that were characterized by upregulated gene sets, were similarly assessed. 40 core pathways were identified, and the core enriched pathways were shown in Fig. 2D.

Among the overlapping pathways from clusters 5–7, selected genes from pathways including the Rho GTPase cycle and sirtuin signaling pathway networks were further validated by qPCR analysis to capture pathway-level expression patterns identified in the RNA-seq analyses. (Fig. 2E-F). Rho-GTPase cycle network is known to regulate reactive oxygen species (*ROS*) production through nicotinamide adenine dinucleotide phosphate oxidase (*NADPH*), cytoskeleton remodeling and intestinal inflammation [23], while sirtuin signaling network regulates cell metabolism [32], regulates oxidative stress [33] and protects against chronic inflammation [34]. 

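The RNA-seq values of 6 genes behind this comparison, SLC2A1, NAMPT, NOS2, MYC, SOD2 and DUSP6 of sirtuin signaling, were tested as a list fixed before the values were seen. In experiment 1 the sirtuin list had a median log2 fold change of 1.95, 2.08, 2.03 and 1.78 at 6, 9, 30 and 54 h (adjusted p = 1.91e-18, 1.29e-18, 6.37e-10 and 9.77e-08 from camera on the edgeR fit) and its genes were called higher in 24 of 24 tests, counted over all genes or adjusted over the list alone. Relative to GAPDH, SLC2A1 at 6 h (0.44) and DUSP6 at 54 h (0.47) were within the fold threshold. The study chose these genes from these libraries, so the list test is not independent evidence. Across the 2 experiments as labelled, 4 of 30 tests of the sirtuin genes were called over all genes and 10 adjusted over the list alone. With camera's correlation estimated from the data in place of a preset 0.01, the sirtuin list stayed under 0.05 at every time point of experiment 1. Of the 88 list tests in experiment 1, camera called 49, all of which fry also called, and 24 with the estimated correlation.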

The results demonstrated that these genes were significantly upregulated by cytokine treatments at indicated time points which is consistent with the RNA-seq temporal regulation pattern. This suggests that our bulk RNA-seq analysis is robust to capture the gene expression temporal changes validated by qPCR.

In parallel with pairwise DEG comparisons, we used a likelihood ratio test (LRT) time course analysis to identify genes with significant expression changes across the entire time series, allowing us to detect dynamic patterns that pairwise tests alone could have missed. We identified eighteen clusters (**Supplementary Fig. 2**) characterized by distinct cytokine-mediated temporal patterns. 

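The test of the treatment by time interaction in edgeR, at an adjusted p under 1e-10, called 0 genes over all 69 libraries at 6 to 54 h and 0 at an adjusted p under 0.05, with 1339 genes at an unadjusted p under 0.05. Within experiment 2 it called 0 genes as well, with 14 at an unadjusted p under 0.05. In experiment 1 it called 146 genes at 1e-10 and 6707 at 0.05. The number at 1e-10 depended on the test, since the likelihood ratio test of DESeq2 gave 1577 genes in experiment 1. With 1 library left out it ranged from 90 to 136.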

The eighteen clusters were subsequently grouped based on similarities of their temporal patterns and then further consolidated into ten major-clusters (cluster A–cluster J) (Fig. 3A). Due to the limited number of DE genes identified in the cluster I and J, these two clusters were not included for the following pathway enrichment analyses. 

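The interaction genes of experiment 1 were classed by the signs of their fold changes at 6, 9, 30 and 54 h. Of those at 1e-10, 26 were higher with cytokine at all 4 times and 59 lower at all 4 times. Another 29 were higher at 6 and 9 h and lower at 30 and 54 h, 3 went the opposite way and 29 followed none of these patterns. Among the genes higher throughout, the largest fold change fell at 6 h for 15 and at 9 h for 9. Among those lower throughout it fell at 30 h for 35 and at 54 h for 24. At an adjusted p under 0.05 from edgeR, 1785 genes were higher at all 4 times, 1572 lower at all 4 times, 721 higher early and lower late, and 701 lower early and higher late.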

The eight major- clusters were grouped as upregulated across all time points (cluster A, B, C), early and transiently upregulated (cluster D), downregulated across all time points (cluster E, F, G), and early and transiently downregulated (cluster H). The top five enriched pathways of these eight clusters were shown in Fig. 3B. To identify the core enriched pathways from LRT analysis, overlapping clusters among A-C which consisted of upregulated gene sets and overlapping clusters within cluster E-G that are considered downregulated gene sets were analyzed. Interestingly, we identified two overlapping core pathways among cluster A-C as the RHO GTPase cycle pathway which is consistently identified by pair-wise DE analysis along with the neutrophil degranulation pathway. In contrast, the synaptogenesis signaling pathway was uniquely shared among cluster E-G (Fig. 3C).

Given that the tight junction signaling pathway could be found between cluster B and C among five pathways whereas the non-canonical WNT pathway was identified among cluster A and B among fifty-two pathways (Fig. 3D) and their relevance in gut barrier integrity, we performed qPCR analysis for selected genes identified from these two pathway networks (Fig. 3E, F). Since tight junction signaling pathway identified in both cluster B and cluster C reflect key aspects of epithelial barrier functions along with cell junction organization pathway and the regulation of the epithelial-mesenchymal transition (EMT) in the development pathway, we integrated these three pathways and referred as the epithelial barrier remodeling network. 

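In the RNA-seq of experiment 1, the interaction test of edgeR gave an adjusted p of 2.84e-11 for CTNNB1, 1.23e-10 for F11R, 1.03e-08 for MYO10, 2.33e-07 for TNFRSF11B and 0.00167 for CLDN1, so CTNNB1 was the only one of these 5 barrier remodeling genes under 1e-10. Over both experiments as labelled, the interaction had an adjusted p between 0.419 and 0.488 from edgeR for these 5 genes.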

The qPCR analysis of selected genes that comprising claudin 1 (*CDLN1*), f11 receptor (*F11R*) also called junctional adhesion molecule-A (JAM-A), laminin subunit gamma 2 (*LAMC2*), myosin X (*MYO10*), β-catenin (*CTNNB1*) and tumor necrosis factor receptor superfamily member 11b (*TNFSF11B*) confirmed the temporal cytokine response pattern identified in LRT analysis (Fig. 3E).

In addition, the non-canonical Wnt pathway activates the Wnt/planar cell polarity (PCP) pathway which regulates cellular orientation and polarity as well as cytoskeletal remodeling and Wnt/Ca^2+^ signaling cascade, which play a critical role in regulating self-renewal, proliferation and differentiation [35]. Genes identified in this network including proteasome activator complex subunit 1 (*PSME1*), phophoinositide 3-kinase (*PI3K*) regulatory subunit 3 (*PIK3R3*), wnt family member 4 (*WNT4*), Rac family small GTPase 1 (*Rac1*), SMAD specific E3 ubiquitin protein ligase 1 (*SMULF1*) and serine/threonine kinase 31 (*STK31*) were analyzed by qPCR and confirmed the expression pattern from LRT analysis (Fig. 3F). 

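For the non-canonical WNT genes the interaction test of edgeR in experiment 1 gave an adjusted p of 1.84e-10 for STK31, 6.66e-09 for RAC1, 1.12e-04 for PIK3R3, 3.54e-04 for SMURF1 and 5.24e-04 for PSME1. None was under 1e-10, and WNT4 was below the expression filter. The 5 tested genes had a median log2 fold change of 1.01, 0.88, 0.47 and 0.49 at 6, 9, 30 and 54 h (camera adjusted p = 0.00167, 0.00284, 0.00618 and 0.00999 on the edgeR fit), which at 30 and 54 h is less than the all-gene shift with GAPDH scaling. Calls were made in 12 of 20 tests, counted over all genes or adjusted over the list alone, and over both experiments as labelled in 3 of 25, or 6 adjusted over the list alone. These genes too were chosen by the study from the same libraries.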

The selected genes from both epithelial barrier remodeling and non-canonical WNT pathway were significantly elevated in cytokine treated group except *STK31*.

To identify the potential upstream regulators that could be modulating the temporal gene expression responses to cytokine-induced gut barrier disruptions, we performed an upstream regulator analysis on the genes from pairwise DE analysis and LRT analysis. The top five upstream regulator molecules based on significance were visualized in each cluster in both pairwise DE analysis and LRT analysis (Fig. 4A) and all upstream regulator molecules enriched in each cluster are shown in **Supplementary Data 3 and 4.**

Among all upstream regulators, several predicted upstream regulators including janus kinase 2 (*JAK 2*), *TNF* and the chemical, disulfiram [36] were further selected for functional validation assays. 

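JAK2 (chromosome 9, 4984390 to 5128183) was itself higher with cytokine in experiment 1, at 25.5 ± 4.64 CPM (SD, n = 3) against 3.55 ± 0.243 CPM (SD, n = 4) at 6 h. Its log2 fold changes were 2.82 (standard error 0.140, adjusted p = 3.95e-07 from edgeR's quasi-likelihood test), 3.86, 2.75 and 2.76 (edgeR adjusted p = 7.07e-08) at 6, 9, 30 and 54 h. TNF (chromosome 6, 31575567 to 31578336) was expressed at a low level, 4.32 ± 0.332 CPM (SD, n = 3) with cytokine and 0.331 ± 0.0984 CPM (SD, n = 4) in controls at 6 h, with log2 fold changes of 3.70 (edgeR adjusted p = 2.08e-06), 3.10, 3.35 and 2.87. Among the receptors and partners, TNFRSF1B was higher at all 4 times (2.35, 2.27, 2.00 and 2.00). TNFRSF1A (1.05, 0.71), JAK1 (0.60, 0.72) and GSDMD (0.72, 0.76) were called higher at 6 and 9 h and not at 30 or 54 h. The 6 h call of GSDMD was lost without cytokine sample 6 (0.55) and with GAPDH scaling (0.44). The late values of GSDMD, 0.19 and 0.20, became -0.44 and -0.63 with GAPDH scaling. With both experiments as labelled, TNFRSF1B at 54 h (1.13, edgeR adjusted p = 0.0226) was the only call among these 6 genes, and JAK2 was at 1.39 there (edgeR adjusted p = 0.0591).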

We examined the effect of JAK2 inhibitor, *TNF* inhibitor and disulfiram to assess their effects on cytokine-induced barrier disruption in differentiated Caco-2 cells. Interestingly, co-treatment of tofacitinib (a JAK1/2 inhibitor), adalimumab (a *TNF*-neutralizing antibody) and disulfiram (a gasdermin D inhibitor) exerted a resistance against cytokine-induced epithelial barrier disruption measured by consistent TEER values (Fig. 4B) and reduction of the intestinal permeability (**Supplementary Fig. 3A**). We observed that beta estradiol, another predicted upstream regulator, also enhanced intrinsic barrier integrity by significantly increasing TEER in cytokine-treated conditions and reducing intestinal permeability (**Supplementary Fig. 3B**). To further investigate the role of some of the upstream regulators under more physiologically mimicking conditions, we assessed the effects of tofacitinib and disulfiram using a 3D microfluidic OrganoPlate system. Treatment with tofacitinib at 100 µM preserved epithelial barrier integrity upon cytokine treatment as indicated by significant increase in TEER values at 54 h restoring levels comparable to the untreated control. Similarly, disulfiram treatment at 10 µM and 1 µM also conferred protective effects in cytokine treated Caco-2 cells on the epithelial barrier at 54 h by restoring TEER to the levels of untreated control (Fig. 4C).

One of the predicted upstream regulators is hepatocyte nuclear factor 4 alpha (HNF4α), which is a transcription factor that governs the expression of numerous genes involved in hepatic function, lipid metabolism and intestinal development. Emerging evidence has implicated that variants in the *HNF4A* locus are associated with increased IBD susceptibility [37]. 

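No regulator analysis was run here, and genes downstream of HNF4A were measured instead. A list of 25 secreted liver-type and lipid transport genes known as HNF4A targets, among them ALB, AFP, KNG1 and apolipoprotein genes, was written before the values were seen. In experiment 1 its 23 tested genes had a median log2 fold change of 0.11 at 6 h, -0.22 at 9 h, -2.33 at 30 h and -2.80 at 54 h (adjusted p = 0.725, 0.0149, 2.28e-13 and 2.83e-31 from camera on the edgeR fit). At 30 and at 54 h, 21 of 23 were called lower and 0 higher. KNG1 (chromosome 3, 186717276 to 186744410) had a log2 fold change of -4.75 at 54 h (standard error 0.0918, edgeR adjusted p = 1.69e-11) and ALB (chromosome 4, 73397114 to 73421412) of -4.12 (standard error 0.130, edgeR adjusted p = 9.5e-10). In both experiments together, ALB was at -2.49 (edgeR adjusted p = 0.0289) and KNG1 at -2.81 (edgeR adjusted p = 0.0324) at 54 h. List members were called in 50 of 92 tests, counted over all genes or adjusted over the list alone in experiment 1, and in 30 of 115 over both experiments (35 adjusted over the list alone). The paper labels ALB, AFP and KNG1 in its volcano plots, so these 3 were not chosen independently of the libraries.

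Of the genes the paper names beside HNF4A, PDZD3 and SLC26A3 were called lower at every time point of experiment 1, and HNF4A itself was called lower at 30 h. PDZD3 (chromosome 11, 119185457 to 119190223) had a log2 fold change of -2.90 (standard error 0.0975, edgeR adjusted p = 1.97e-09) at 30 h. Across the 2 experiments as labelled, SLC26A3 (chromosome 7, 107765467 to 107803225) was at -2.10 at 54 h (edgeR adjusted p = 0.0191).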

Interestingly, we identified HNF4α as an upstream regulator through both pairwise DE and LRT analysis. However, treatment of HNF4α agonist, n-trans-caffeoyltyramine (NCT) [38] with cytokine treatment did not rescue the epithelial barrier integrity and significantly increased permeability (**Supplementary Fig. 3C**) in our differentiated Caco-2 barrier-disruption model.

Among its downstream targets, HNF4α transcriptionally regulates solute carrier family 26 member 3 (SLC26A3), a chloride/bicarbonate exchanger critical for maintaining fluid and electrolyte homeostasis in the intestinal epithelium. Beyond its canonical transporter role, a recent study suggests a potential role for SLC26A3 in supporting intestinal barrier integrity [39]. Notably, mice deficient in downregulated in adenoma (DRA), the protein encoded by *SLC26A3*, exhibit impaired epithelial barrier function and spontaneous colitis underscoring its potential contribution to IBD pathophysiology. Here, we found that *SLC26A3*, *HNF4A* and special AT-rich sequence-binding protein 2 (*SATB2*), a chromatin organizer that spatially restricts HNF4α binding were all significantly downregulated in differentiated Caco-2 cells after the cytokine exposure at 54 h (Fig. 5A). We found that *SLC26A3* was rapidly downregulated as early as 6 h following cytokine treatment and remained suppressed through 54 h (Fig. 5A) which also supports the previous studies [40–42]. Next, we obtained the cDNA array panels consisting of the small and large intestine of Crohn’s and Ulcerative Colitis patients and quantified the *SLC26A3* expression levels compared to adjacent lesion of normal tissues. Consistent with our observation in differentiated Caco-2 barrier-disruption model, *SLC26A3* was significantly downregulated in lesions of CD and UC patients (Fig. 5B). We further examined the SLC26A3 protein expression in normal and diseased human colon using histological analysis. In agreement with our mRNA expression results, the colon histological data for CD and UC patients validated significant downregulation of *SLC26A3*. The abundance of SLC26A3 showed a significant decrease in CD and UC colon epithelium compared to the normal colons (Fig. 5C) although these reductions are statistically different in CD compared to the normal colons.

**Fig. 5:**
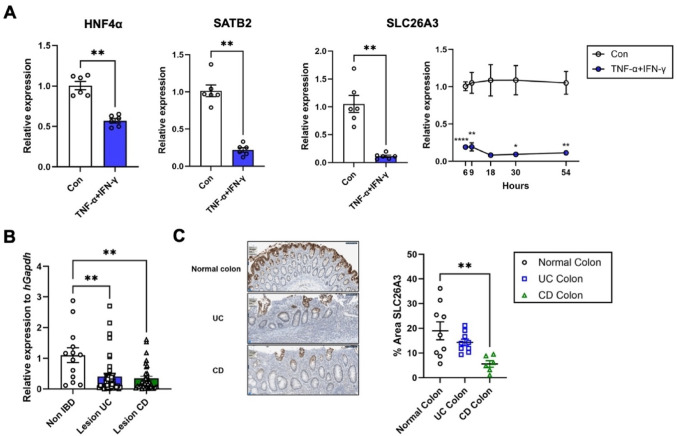
*HNF-4α*regulating gene, *SLC26A3*was significantly down-regulated in IBD patient colon tissue as well as in Caco-2 cells.**A** Relative expression of *HNF4α*, *SATB2* and *SLC26A3* at 54 h in cytokine treated Caco-2 cells and *SLC26A3* expression in each time point. *N* = 6 /group. **B** Relative expression of *SLC26A3* in non-IBD colon tissue (*N* = 13), colon lesion from UC patient and (*N* = 43) and colon lesion from CD patient (*N* = 35) using Crohn’s/colitis cDNA array. **C** The area of SLC26A3 in normal colon tissue (*N* = 9), UC (*N* = 9) and CD (*N* = 6) colon tissues were quantified. Caco-2 qPCR data were derived from two independent experiments with N representing replicate wells per condition. For human specimens, N represents biological replicates. Data are presented as means ± SEM. *p-*values were determined by an unpaired *t*-test for (A) Kruskal–Wallis test with Dunn’s multiple comparison test for (**B**) For C, the scale bar indicates 100 µM at 20x magnification and ANOVA test with Tukey’s multiple comparison test was used. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001

## Discussion

TNF-α and IFN-γ are well-established as central proinflammatory cytokines driving epithelial barrier dysfunction in IBD [43]. Prior studies have demonstrated a synergistic effect of these cytokines in disrupting epithelial integrity [44,45]. Notably, TNF-α induced barrier dysfunction was only evident on prior exposure to IFN-γ, whereas pre-incubation with TNF-α followed by IFN-γ did not elicit increased permeability [44]. Also, despite IFN-γ enhancement of TNFR1 and TNFR2 expression on the basolateral membrane of epithelial cells, only TNFR2 signaling mediates TNF-α-induced barrier disruption [45]. Although TNF-α and IFN-γ co-treatment can induce cytotoxicity through non-canonical TNFR1-mediated apoptosis or necroptosis involving the *JAK1/2*–*STAT1*–*CASP8* axis [46], our results confirm that within a 54-hour window, co-incubation of these cytokines significantly impaired barrier function in differentiated Caco-2 cells without affecting cellular viability.

Temporal transcriptomic profiling revealed a clear bifurcation between early and late transcriptional responses, implicating distinct molecular programs in the progression of cytokine-induced epithelial injury. Both likelihood ratio test (LRT) and pairwise differential expression (DE) analyses identified the Rho GTPase cycle as a key enriched pathway.

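In experiment 1, 1400 of the genes called at 6 h were called in the same direction at 9 h, 1147 in the same direction at 54 h and 44 in the opposite direction at 54 h, while 2903 of those called at 30 h were called in the same direction at 54 h. From the temporal profiles, the paper concludes that early and late responses divide, and it proposes that different molecular programs take part in the progression of the injury. When both experiments were tested as labelled, edgeR called 1 gene at 6 h and 0 at 9 h. The 6 h count depended on the test, since DESeq2 called 314 genes at 6 h (258 higher, 56 lower) and 1 at 9 h. Both counts depended more on the set of libraries, since edgeR called 1979 and 2022 genes in experiment 1 alone. In experiment 2 at 9 h, 0 of 4 libraries labelled cytokine and 1 of 4 labelled control had the CXCL10 response.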

Our findings indicate significant enrichment of Rho-regulated genes associated with cytoskeletal remodeling and oxidative stress. For example, *NCF2* and *NOX1*, key mediators of *Rac2*- and *Rac1*-dependent ROS production, were markedly upregulated, indicating enhanced oxidative signaling that may contribute to epithelial stress and barrier dysfunction [47,48]. 

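In experiment 1, NOX1 (chromosome X, 100843324 to 100874345) was higher at every time point and most so early, from 39.3 ± 3.43 CPM (SD, n = 3) against 7.53 ± 1.67 CPM (SD, n = 4) at 6 h to 14.3 ± 0.857 CPM (SD, n = 4) against 7.73 ± 1.26 CPM (SD, n = 4) at 54 h. These are log2 fold changes of 2.38 (edgeR adjusted p = 2.19e-06) and 0.90 (edgeR adjusted p = 6.12e-05). With GAPDH scaling the 54 h value was 0.09, within the fold threshold. Over both experiments as labelled, NOX1 was called at no time point.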

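IQGAP3 and BAIAP2L2 were called at different times in experiment 1. IQGAP3 (chromosome 1, 156525405 to 156572604) had log2 fold changes of 0.20 and 0.33 at 6 and 9 h, neither of them called, and of 1.66 (standard error 0.150, adjusted p = 3.07e-06 from edgeR's quasi-likelihood test) and 1.30 (standard error 0.143, edgeR adjusted p = 2.06e-05) at 30 and 54 h. At 30 h this was 132 ± 13.4 CPM (SD, n = 4) with cytokine and 41.8 ± 9.74 CPM (SD, n = 4) in controls. BAIAP2L2 (chromosome 22, 38084889 to 38110670) had log2 fold changes of 1.33 (standard error 0.149, edgeR adjusted p = 1.09e-04) and 1.17 (standard error 0.0912, edgeR adjusted p = 4.62e-06) at 6 and 9 h, and of 0.40 and 0.29 at 30 and 54 h, within the fold threshold. With GAPDH scaling the late values of BAIAP2L2 became -0.24 and -0.53, and IQGAP3 became -0.04 at 6 h and 0.49 at 54 h, where it was no longer called. With both experiments as labelled, IQGAP3 was called at 30 h (1.02, edgeR adjusted p = 0.0321) and 54 h (0.86, edgeR adjusted p = 0.0208) and BAIAP2L2 at no time point.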

*IQGAP3*, a scaffold protein that promotes actin polymerization [49] and *BAIAP2L2*, which regulates membrane curvature and actin dynamics [50], were also increased, pointing to active cytoskeletal remodeling and heightened cellular plasticity. This is further supported by the upregulation of *RND1*, an atypical Rho GTPase that weakens cell-cell adhesion, was elevated, consistent with reduced epithelial integrity [51]. 

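RND1 (chromosome 12, 48857145 to 48865898) was 37.4 ± 6.91 CPM (SD, n = 3) with cytokine and 15.4 ± 2.99 CPM (SD, n = 4) in controls at 6 h of experiment 1, a log2 fold change of 1.27 (standard error 0.177, adjusted p = 4.51e-04 from edgeR's quasi-likelihood test). At 9 h it was 0.79 (edgeR adjusted p = 4.19e-05). At 30 and 54 h the log2 fold change was -0.14 (edgeR adjusted p = 0.128) and -0.15 (edgeR adjusted p = 0.294), neither of them called, and with GAPDH scaling it was called lower there (-0.77 and -0.98). In both experiments together it was 0.71 at 6 h (edgeR adjusted p = 0.136).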

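JAG1 (chromosome 20, 10637684 to 10673999) was higher with cytokine at each time point of experiment 1, with log2 fold changes of 2.18 (standard error 0.121, adjusted p = 8.05e-07 from edgeR's quasi-likelihood test), 2.15, 1.64 and 0.97 (standard error 0.0981, edgeR adjusted p = 5.88e-06) at 6, 9, 30 and 54 h. Its level with cytokine went from 319 ± 55.2 CPM (SD, n = 3) at 6 h to 108 ± 14.1 CPM (SD, n = 4) at 54 h, against 69.6 ± 6.63 CPM (SD, n = 4) and 55.8 ± 4.74 CPM (SD, n = 4) in controls. With GAPDH scaling the 54 h value was 0.14 and no longer called. Across the 2 experiments as labelled, JAG1 was at 1.34 at 6 h (edgeR adjusted p = 0.137).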

Notably, *JAG1*, a Notch ligand involved in epithelial differentiation and homeostasis, was also induced, suggesting activation of Notch signaling as a potential compensatory response to epithelial injury. Together, these findings support a model in which Rac-driven ROS production and Rho-mediated cytoskeletal reorganization converge to promote barrier disruption, with concurrent engagement of Notch signaling pathways potentially acting to restore epithelial homeostasis.

Rho GTPases are known to regulate multiple downstream pathways that control cytoskeletal dynamics and epithelial barrier function, and their dysregulation has been implicated in intestinal inflammation and epithelial dysfunction. In the context of IBD, however, their role appears to be highly context dependent. For example, RhoA signaling may contribute to maintaining barrier homeostasis, whereas excessive activation, particularly via the RhoA/ROCK pathway, has been associated with increased inflammation and barrier dysfunction [23]. Thus, the observed upregulation of Rho signaling may reflect either a compensatory protective response or a pathogenic mechanism. While we did not directly assess the effects of inhibiting Rho-associated protein kinase (ROCK), a key downstream effector of RhoA, in our barrier-disruption model, a previous report has shown that ROCK inhibitor, Y-27,643, can attenuate ethanol induced barrier disruption in Caco-2 [52], suggesting the potential effects of Rho GTPases pathway in regulating barrier integrity.

Sirtuins (NAD⁺-dependent deacetylases) are key regulators of metabolism, oxidative stress, barrier function, and immunity [53,54]. In this study, cytokine exposure led to enrichment of the sirtuin signaling pathway, accompanied by upregulation of several sirtuin-associated genes (*SLC2A1*, *NAMPT*, *NOS2*, *MYC*, *SOD2*, and *DUSP6*). However, several changes suggest disrupted sirtuin control under inflammation. For instance, GLUT1 (*SLC2A1*), normally suppressed by SIRT1/6, was increased, indicating loss of inhibition [55,56]. 

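All 6 sirtuin-associated genes were called higher with cytokine at all 4 time points of experiment 1. With GAPDH scaling 2 of these 24 calls were lost, SLC2A1 at 6 h (0.44) and DUSP6 at 54 h (0.47), and SLC2A1 at 6 h was also within the fold threshold without cytokine sample 7 (0.56). SOD2 (chromosome 6, 159669057 to 159745186) had the largest change of these 6 at 6 h, 2720 ± 78.8 CPM (SD, n = 3) against 151 ± 3.35 CPM (SD, n = 4), and its log2 fold change went from 4.16 (standard error 0.0904, adjusted p = 4.07e-09 from edgeR's quasi-likelihood test) through 3.79 and 2.87 to 2.30 (standard error 0.0761, edgeR adjusted p = 9.5e-10) at 54 h. NOS2 stayed between 2.96 and 3.39 and NAMPT between 1.69 and 2.33. MYC went from 1.14 at 6 h to 2.04 at 30 h and SLC2A1 from 0.70 to 1.43, while DUSP6 was at 1.85 at 6 h and 1.27 at 54 h (edgeR adjusted p = 0.00335). When both experiments were tested as labelled, MYC (1.15, edgeR adjusted p = 0.0201), NAMPT (0.96, edgeR adjusted p = 0.0278), NOS2 (1.70, edgeR adjusted p = 0.0246) and SLC2A1 (0.87, edgeR adjusted p = 0.0191) were called at 54 h, and SOD2 (1.23, edgeR adjusted p = 0.0749) and DUSP6 (0.70, edgeR adjusted p = 0.124) were not.

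The genes SIRT1 to SIRT7 themselves had a median log2 fold change of -0.09, -0.14, -0.29 and -0.22 at 6, 9, 30 and 54 h in experiment 1 (adjusted p = 0.434, 0.494, 0.0851 and 0.270 from camera on the edgeR fit). They had 6 calls lower and 0 higher, 6 of 28 tests, counted over all genes or adjusted over the list alone, and 3 calls in 35 tests over both experiments as labelled.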

*NAMPT*, a key NAD⁺ biosynthetic enzyme, was also strongly induced, consistent with colitis models, although its inhibition can be protective in a SIRT6-dependent manner [57,58]. While *NOS2*-derived nitric oxide promotes inflammatory and nitrosative stress, sirtuins, particularly SIRT1, counteract these effects by suppressing NF-κB activity and supporting cellular homeostasis [59]. In addition, the marked induction of *MYC*, a transcription factor regulated by SIRT1 and SIRT6, further supports its role in promoting proliferation and sustaining inflammatory signaling, potentially contributing to barrier dysfunction [60]. In contrast, the sustained upregulation of *SOD2*, a mitochondrial antioxidant enzyme activated by SIRT3, may represent a compensatory response aimed at mitigating oxidative stress.

A recent study demonstrates that pharmacologic SIRT2 inhibition strengthens intestinal epithelial barrier function and protects mice from experimental colitis [54]. Together with the reports [61,62] that *DUSP6*-deficient Caco-2 monolayers exhibit enhanced TEER and induced selected TJP genes, these data suggest a literature-based hypothesis that SIRT2 blockade may reduce the amplitude/duration of the early *ERK*-*DUSP6* feedback burst, thereby limiting the permissive window for junctional destabilization. These findings suggest that during cytokine-driven barrier injury, increased expression of genes associated with the sirtuin axis may be linked to two complementary processes: enhanced epithelial protection and selective inflammatory responses that aid in resolution.

Collectively, these observations position sirtuins as higher-order regulators of metabolic and inflammatory networks whose disruption may exacerbate epithelial damage and accelerate disease.

In addition to pair-wise DE analysis, our temporal transcriptome analysis highlighted two other key pathways: epithelial barrier remodeling and non-canonical WNT signaling. The epithelial barrier remodeling network which comprises of tight junction organization, cell junction regulation, and epithelial–mesenchymal transition (EMT) was validated. Notably, *CLDN1*, F11R (*JAM-A*), *LAMC2*, and *TNFRSF11B* were significantly upregulated across all timepoints following cytokine stimulation, implicating in their potential compensatory mechanisms in junctional remodeling and tissue repair processes under inflammatory stress.

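In experiment 1, CLDN1 (chromosome 3, 190305701 to 190322475) was called higher with cytokine at all 4 time points. It went from 763 ± 35.4 CPM (SD, n = 3) against 280 ± 17.9 CPM (SD, n = 4) at 6 h to 472 ± 86.3 CPM (SD, n = 4) against 308 ± 30.5 CPM (SD, n = 4) at 54 h, log2 fold changes of 1.43 (adjusted p = 9.73e-07 from edgeR's quasi-likelihood test) and 0.63 (edgeR adjusted p = 0.00122). The 54 h call was lost when control sample 23 (0.56), cytokine sample 26 (0.56) or cytokine sample 29 (0.54) was left out. With GAPDH scaling the calls at 30 and 54 h were lost (0.37 and -0.20). TNFRSF11B (chromosome 8, 118923557 to 118952200) was higher at 6, 9 and 30 h (1.99, 1.35 and 1.12), and at 54 h its log2 fold change was 0.10 (edgeR adjusted p = 0.539). With GAPDH scaling these 2 late values became 0.50, within the fold threshold, and -0.72. F11R (chromosome 1, 160995211 to 161021348) was called higher at 6 h (0.84, edgeR adjusted p = 1.59e-04) and 9 h (0.61, edgeR adjusted p = 3.58e-06), and at 30 and 54 h it had log2 fold changes of -0.06 (edgeR adjusted p = 0.332) and -0.23 (edgeR adjusted p = 0.00409). With GAPDH scaling F11R was within the fold threshold at 6 h (0.57) and called lower at 30 h (-0.70) and 54 h (-1.06), and its 9 h call was lost when control sample 8 or cytokine sample 13 was left out (0.58 and 0.58). Over both experiments as labelled, none of these 3 genes was called at any time point, with log2 fold changes at 6 h between 0.41 for F11R and 1.19 for TNFRSF11B.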

In contrast, *MYO10* and *CTNNB1* (β-catenin) displayed a biphasic expression pattern which was initially upregulated at early timepoints but subsequently downregulated during later timepoints. This dynamic suggests that while early activation may support cytoskeletal tethering and adhesion, the later decline reflects a breakdown in adhesive integrity and cytoskeletal coordination, contributing to progressive barrier disruption.

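MYO10 (chromosome 5, 16661914 to 16936276) was 259 ± 43.3 CPM (SD, n = 3) with cytokine and 132 ± 14.3 CPM (SD, n = 4) in controls at 6 h of experiment 1. Its log2 fold change was 0.95 (adjusted p = 3.37e-04 from edgeR's quasi-likelihood test) at 6 h, 1.10 (edgeR adjusted p = 2.88e-07) at 9 h, 0.01 (edgeR adjusted p = 0.825) at 30 h and -0.14 (edgeR adjusted p = 0.211) at 54 h. CTNNB1 (chromosome 3, 41194741 to 41260096) had log2 fold changes of 0.80 (standard error 0.0669, edgeR adjusted p = 1.47e-05) at 6 h, 0.44 (edgeR adjusted p = 1.5e-05, within the fold threshold) at 9 h, -0.18 (edgeR adjusted p = 0.00362) at 30 h and 0.06 (edgeR adjusted p = 0.468) at 54 h. Neither gene was called lower at 30 or 54 h with TMM scaling. With GAPDH scaling CTNNB1 at 6 h was 0.54, within the fold threshold, and both genes were lower at 54 h, MYO10 at -0.96 and CTNNB1 at -0.77. With both experiments as labelled, neither was called at any time point.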

The non-canonical WNT signaling pathway, which operates independently of β-catenin, was also enriched in our analysis and has been implicated in both wound healing and disruption of epithelial polarity. 

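Of the non-canonical WNT genes, PSME1 (chromosome 14, 24136158 to 24138967) was called higher at each time point of experiment 1, with log2 fold changes rising from 1.01 (adjusted p = 6.83e-05 from edgeR's quasi-likelihood test) at 6 h to 1.54 (edgeR adjusted p = 1.59e-08) at 54 h, where it was 336 ± 13.6 CPM (SD, n = 4) against 117 ± 10.9 CPM (SD, n = 4). RAC1 (chromosome 7, 6374523 to 6403977) at 1.25 and 0.88, PIK3R3 (chromosome 1, 46040140 to 46133036) at 1.33 and 1.39 and SMURF1 (chromosome 7, 99027438 to 99144100) at 0.69 and 0.69 were called higher at 6 and 9 h, although SMURF1 at 6 h was 0.43 with GAPDH scaling, within the fold threshold. At 30 and 54 h they were not called, with log2 fold changes between 0.21 and 0.49. All 6 of these late values turned negative with GAPDH scaling, from -0.16 for RAC1 at 30 h to -0.49 for SMURF1 at 54 h. WNT4 (chromosome 1, 22117305 to 22143969) lay below the expression filter. When it was tested in experiment 1 without that filter, it had log2 fold changes of 2.72 (edgeR adjusted p = 2.37e-06), 2.42 (edgeR adjusted p = 3.09e-06), -0.22 (edgeR adjusted p = 0.484) and 0.84 (edgeR adjusted p = 0.0468) at 6, 9, 30 and 54 h. In both experiments together, PSME1 was called at 30 h (0.85, edgeR adjusted p = 0.0405) and 54 h (0.89, edgeR adjusted p = 0.0191).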

We observed upregulation of *PSME1*, *PIK3R3*, *WNT4*, *RAC1*, *SMULF1* and *STK31* suggesting a coordinated and dynamic activation of pathways that promote epithelial plasticity and remodeling. 

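STK31 (chromosome 7, 23710167 to 23832513) was not called at 6 h (-0.11, adjusted p = 0.337 from edgeR's quasi-likelihood test) or 9 h (0.07, edgeR adjusted p = 0.533) in experiment 1. At 30 h it was 53.3 ± 2.17 CPM (SD, n = 4) with cytokine and 27.1 ± 1.09 CPM (SD, n = 4) in controls, a log2 fold change of 0.98 (standard error 0.0547, edgeR adjusted p = 8.28e-08), which stayed between 0.95 and 1.00 as single libraries were left out. At 54 h its log2 fold change was 0.81 (standard error 0.0665, edgeR adjusted p = 1.22e-06), and GAPDH scaling brought the 2 values to 0.35, within the fold threshold, and -0.01. Across the 2 experiments as labelled, STK31 was called at 30 h (0.60, edgeR adjusted p = 0.0321) and stayed within the fold threshold at 54 h (0.45, edgeR adjusted p = 0.0233).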

Notably, *STK31*, previously reported to control the differentiation state of colon cancer cell [63], remained largely unchanged, highlighting potential pathway selectivity in the epithelial response to cytokine stimulation. *WNT4* and *RAC1* act as central drivers of cytoskeletal reorganization and wound closure [64,65], while *PIK3R3* amplifies PI3K-dependant signaling that intersects with *Rac1* activity [66]. *SMURF1* modulates RhoA stability, providing a layer of ubiquitin-mediated control over polarity and adhesion [67]. Although *PSME1* functions more indirectly, its role in proteasome-mediated turnover of signaling molecules suggests it may influence the balance between barrier repair and chronic inflammation [68].

In this study, six representative genes were selected for RT–qPCR validation based on their relevance to the most significantly enriched pathways identified in the pairwise DEG analysis and LRT analysis. The selected genes include key representatives of the major pathways and capture the overall expression trends observed in the RNA-seq dataset. Importantly, the RT–qPCR results showed concordant expression patterns with the RNA-seq data, supporting the robustness and reproducibility of our findings. Given that our primary conclusions are based on pathway-level enrichment rather than individual gene effects, we prioritized the validation of representative genes from key pathways rather than increasing the number of genes.

Both the pair-wise differential expression and likelihood ratio analyses identified *HNF4A* as a potential upstream regulator. This finding is aligned with prior studies reporting reduced HNF4α expression in individuals with IBD [69], as well as loss of HNF4α disrupts epithelial–immune interactions, weakens barrier–immune homeostasis, and increases susceptibility to colitis [70]. 

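The HNF4A transcript itself (chromosome 20, 44355700 to 44434596) was 439 ± 17.3 CPM (SD, n = 4) with cytokine and 687 ± 28.3 CPM (SD, n = 4) in controls at 30 h of experiment 1, a log2 fold change of -0.64 (standard error 0.0490, adjusted p = 7.04e-07 from edgeR's quasi-likelihood test). At 6, 9 and 54 h its log2 fold change was -0.43 (edgeR adjusted p = 0.00367), -0.32 (edgeR adjusted p = 4.04e-04) and -0.24 (edgeR adjusted p = 0.00399), within the 1.5-fold threshold, although GAPDH scaling brought it to -0.70 at 6 h and -1.06 at 54 h. When both experiments were tested as labelled it was -0.31 at 30 h (edgeR adjusted p = 0.0391) and -0.08 at 54 h (edgeR adjusted p = 0.372), neither of them called. Protein levels were not analysed here.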

In line with these observations, we found that several well-established HNF4α target genes, including *SATB2* and *SLC26A3*, were markedly downregulated in cytokine-treated differentiated Caco-2 cells and in colonic tissues from patients with IBD, further supporting the role of HNF4α in maintaining epithelial homeostasis and barrier integrity. However, they do not establish that *SLC26A3* downregulation is itself the direct cause of barrier loss in our system and dedicated gain- and loss-of-function studies will be needed to test that hypothesis. Moreover *SLC26A3* has been reported to be involved in stimulating baseline mucus expansion in the distal colon by regulating apical bicarbonate secretion and the luminal ionic environment, which is required for post-secretory mucin unfolding and expansion [71]. While we observed downregulation of *SLC26A3* in both in vitro and patient-derived samples under inflammatory conditions, our findings are associative and do not establish a direct causal role of *SLC26A3* in regulating epithelial barrier integrity and further studies are required.

NCT, as a compound that can enhance HNF4α activity, has been shown to enhance the gut barrier function and reduce gut permeability when treated in human primary intestinal cells treated with TNF-α [72]. However, in our differentiated Caco-2 model, NCT did not confer such protection to TNF-α/IFN-γ-induced barrier disruption (**Supplementary Fig. 3C**). The discrepancy may reflect differences in inflammatory severity, as TNF-α/IFN-γ synergistically induces a stronger barrier defect than low-dose TNF-α alone.

Although *HNF4A* was significantly downregulated under inflammatory conditions (Fig. 5A), whether NCT effectively activates HNF4α downstream target genes in Caco-2 cells remains unknown. In addition, since it is still unclear whether NCT improves barrier function in human gut epithelial cells through direct induction of HNF4α expression, reduced HNF4α abundance may limit the extent to which NCT can agonize HNF4α and restore barrier integrity. Moreover, even if HNF4α is present and activated, its function may depend on appropriate chromatin context. For instance, HNF4α may require cooperation with chromatin organizers such as SATB2 to fully regulate its target genes, and loss of SATB2 during inflammation could further limit HNF4α access to these loci.

In addition, differences between primary intestinal epithelial cells and transformed Caco-2 cells may influence HNF4α target engagement and downstream barrier responses. Together, these factors may render HNF4α agonism insufficient to restore barrier function in this context.

Using this differentiated Caco-2 gut barrier-disruption model, our temporal transcriptome analysis nominated several actionable upstream regulators including *JAK2*, gasdermin D, and *TNF*, along with β-estradiol (Fig. 4, **Supplementary Fig. 3A**,** B**) and perturbing these nodes mitigated barrier disruption in differentiated Caco-2 monolayers, directly linking transcriptomic signals to functional protection. Importantly, JAK inhibitors and TNF-α antagonists, both approved therapies for IBD, attenuated barrier disruption in our epithelial-only system, indicating that key aspects of cytokine-driven barrier dysfunction are recapitulated in this model. In practical terms, the model reveals druggable epithelial control points and can forecast therapeutic response timing, while remaining standardized, scalable, and genetically tractable that is well suited for timing experiments and medium-throughput prioritization before escalation to immune-competent co-cultures, organoids, or gut-on-chip platforms.

In our cytokine-induced barrier disruption model, barrier integrity loss occurred without affecting cell viability. Disulfiram partially rescued the barrier defect, suggesting that gasdermin D/inflammasome-associated inflammatory membrane injury may contribute to barrier dysfunction, potentially through non-lethal sublytic membrane pore formation rather than overt pyroptotic cell death [73,74].

While Caco-2 Transwell models are widely used to study the intestinal barrier, their tumor-derived background limits their representation of normal intestinal epithelium, and they do not capture the multicellular and biomechanical complexity observed in more advanced systems (e.g., gut-on-a-chip) [75]. We therefore interpret our findings within epithelium-intrinsic programs, and this focus may underrepresent genes influenced by immune, stromal, or microbial cues, but it nonetheless enabled high-resolution mapping of junctional integrity, cytoskeletal dynamics, and transport processes that are directly relevant to barrier failure and repair.

We also note that, our IBD gut barrier model relies on a single fixed-dose cytokine cocktail, which does not reflect the dynamic, context-dependent nature of the in vivo environment [76], thereby limiting physiological relevance. The TNF-α concentration used here (100 ng/mL) exceeds physiological levels but is consistent with commonly used in vitro conditions designed to induce robust epithelial inflammatory responses. Another limitation is that the cytokine cocktail was not replenished during the 54-hour treatment, and its effective concentration may decrease over time due to thermal and biochemical instability. Accordingly, later time points likely reflect cellular responses to a time-evolving exposure rather than a constant cytokine dose. Despite this, a robust barrier phenotype was observed at 54 h without evidence of cytotoxicity, indicating sustained biological activity under these conditions. TNF-α and IFN-γ induce rapid transcriptional responses, with many immediate-early targets activated within 1–2 h. As the present time course begins at 6 h following combined cytokine treatment, it does not capture this initial phase. Instead, the transcriptional changes captured here reflect integrated downstream and sustained programs arising from concurrent TNF-α and IFN-γ signaling, including secondary regulatory responses. Notably, while early transcriptional activation is rapid, functional outcomes such as epithelial barrier disruption typically require prolonged exposure (24–72 h). Accordingly, the temporal design of this study is aligned with capturing transcriptional dynamics associated with these later functional phenotypes rather than the immediate-early response. In addition, all experiments were conducted in a Caco-2 clone stably expressing Cas9, and interpretations are therefore restricted to this background. An advantage of this system is that it enables direct CRISPR-based perturbation of candidate regulators identified from the time-course data, providing a tractable route for future functional validation, which is beyond the scope of the present study.

In this context, a further constraint of this study is the relatively small number of independent biological replicates for the RNA-seq time course, with variable representation across time points. As a result, the analysis emphasizes reproducible temporal patterns and pathway-level changes rather than relying solely on statistical significance at the individual gene level. Future studies with increased replication will be important to further validate these findings.

Methodologically, combining pairwise differential expression with an LRT-based time-course analysis was essential. Both approaches converged on the Rho GTPase cycle as a key pathway, controlling cytoskeletal regulation and epithelial dynamics, while each approach uncovered complementary pathway sets with distinct temporal sensitivities, the features that would be obscured by static contrasts alone. We reinforced these bioinformatic predictions by qPCR validation of representative genes and by upstream regulator analysis identifying HNF4α as a key epithelial transcriptional hub and downstream targets such as *SATB2* and *SLC26A3* were cohesively modulated in differentiated Caco-2 cells and in colonic tissues from patients with IBD. Together, our study establishes a coherent, time-resolved regulatory architecture in a differentiated Caco-2 barrier-disruption model, nominates tractable intervention points (e.g., *JAK2*, *GSDMD*, *TNF* modulation), and generates mechanistic hypotheses testable in higher-order systems. By delineating when, not just whether specific pathways are perturbed, our study advances a generalizable framework for timing-aware therapeutic interrogation of epithelial barrier failure and strengthens the translational relevance of our findings. To our knowledge, this is among the first epithelium-only, cytokine-challenge, time-course RNA-seq maps in differentiated Caco-2 cells, beyond TEER/qPCR endpoints and static single-timepoint omics. This temporal framework suggests candidate early (6–9 h) and late (18–54 h) phases of gut epithelial injury. 

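Lists of genes written before the values were seen separate what was already changed at 6 h from what changed later in experiment 1. All 34 interferon response genes tested were called higher at all 4 time points, with median log2 fold changes of 3.18, 3.95, 3.18 and 2.93 at 6, 9, 30 and 54 h (adjusted p from 6.06e-171 to 1.42e-103 from camera on the edgeR fit). All 19 NF-κB response genes were called higher at all 4 times as well, with medians of 3.66, 3.10, 2.87 and 2.40. The interferon list shares 6 genes, the NF-κB list 3 and the list of brush border enzymes and transporters 5 with those the paper names. The 16 brush border enzymes and transporters tested had medians of -0.12, -0.34, -1.36 and -1.37 (adjusted p = 0.282, 0.0711, 3.49e-05 and 7.97e-08 from camera on the edgeR fit), with 1, 7, 14 and 13 of them called lower at the 4 times. Over both experiments as labelled, 23 of 170 tests of interferon genes, 6 of 95 of NF-κB genes and 14 of 80 of brush border genes were called, and 22, 16 and 19 adjusted over the list alone. The difference between time points was not tested for the lists.

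**Figure D5:**
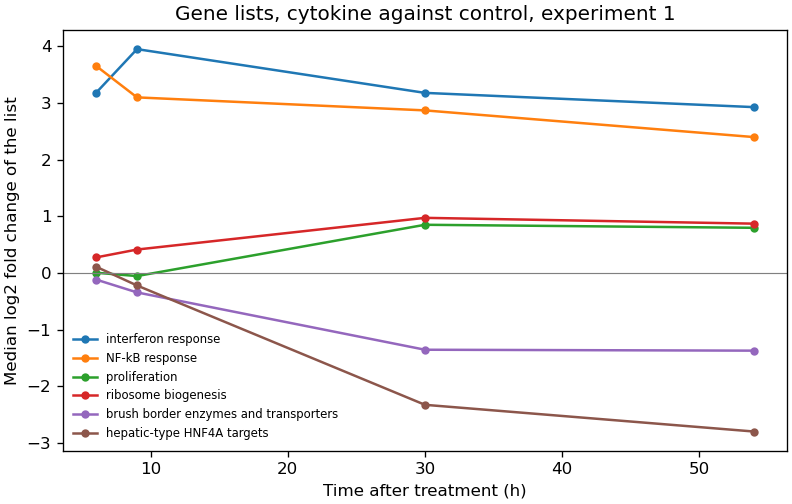
Median log2 fold change of cytokine against control in experiment 1 at 6, 9, 30 and 54 h for 6 gene lists, the interferon response, the NF-κB response, proliferation, ribosome biogenesis, brush border genes and hepatic-type HNF4A targets. The interferon and NF-κB medians stay above 2 at each time point, while those of the brush border genes and HNF4A targets are near 0 at 6 h and below -1 at 54 h.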

The early phase is characterized by rapid signaling and remodeling responses, whereas the later phase reflects sustained barrier compromise together with suppression of homeostatic epithelial genes. Across pathways, these dynamics are heterogeneous: some programs (e.g., epithelial barrier remodeling) are predominantly early, while others (e.g., sirtuin signaling and cell cycle-related pathways) include both early-responsive and sustained components. 

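A list of 30 cell cycle genes, written before the values were seen, had none of its 29 tested genes called at 6 or 9 h of experiment 1, 20 called higher at 30 h and 25 at 54 h, with median log2 fold changes of 0.00, -0.06, 0.85 and 0.80 at 6, 9, 30 and 54 h (adjusted p = 0.766, 0.435, 1.67e-05 and 1.26e-10 from camera on the edgeR fit). At 54 h this median is smaller than the all-gene shift of the GAPDH scaling, so its direction holds relative to all genes and not relative to GAPDH. With camera's correlation estimated from the data the list did not pass at any time point (adjusted p of 0.189 or more). Calls were made in 45 of 116 tests, counted over all genes or adjusted over the list alone, and over both experiments as labelled in 20 of 145 on either count.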

Framing the data in this temporal context provides a conceptual basis for identifying phase-specific pathway engagement and potential intervention windows, based on the time-resolved transcriptomic and barrier trajectory, rather than implying definitive therapeutic assignment.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

## Data Availability

RNA-seq data from this study was deposited in the GEO database with accession number GSE314628.

# Supplementary material for: Temporal transcriptomic profiling identifies core regulators in cytokine-induced gut barrier disruption in differentiated Caco-2 cells
**Source:** Inflamm Res. 2026 Jun 8;75(1):135. doi: 10.1007/s00011-026-02288-5
**Supplement:** Supplementary file 5 — Supplementary Material 5

**Supplementary figures**

**Supplementary figure 1**

**
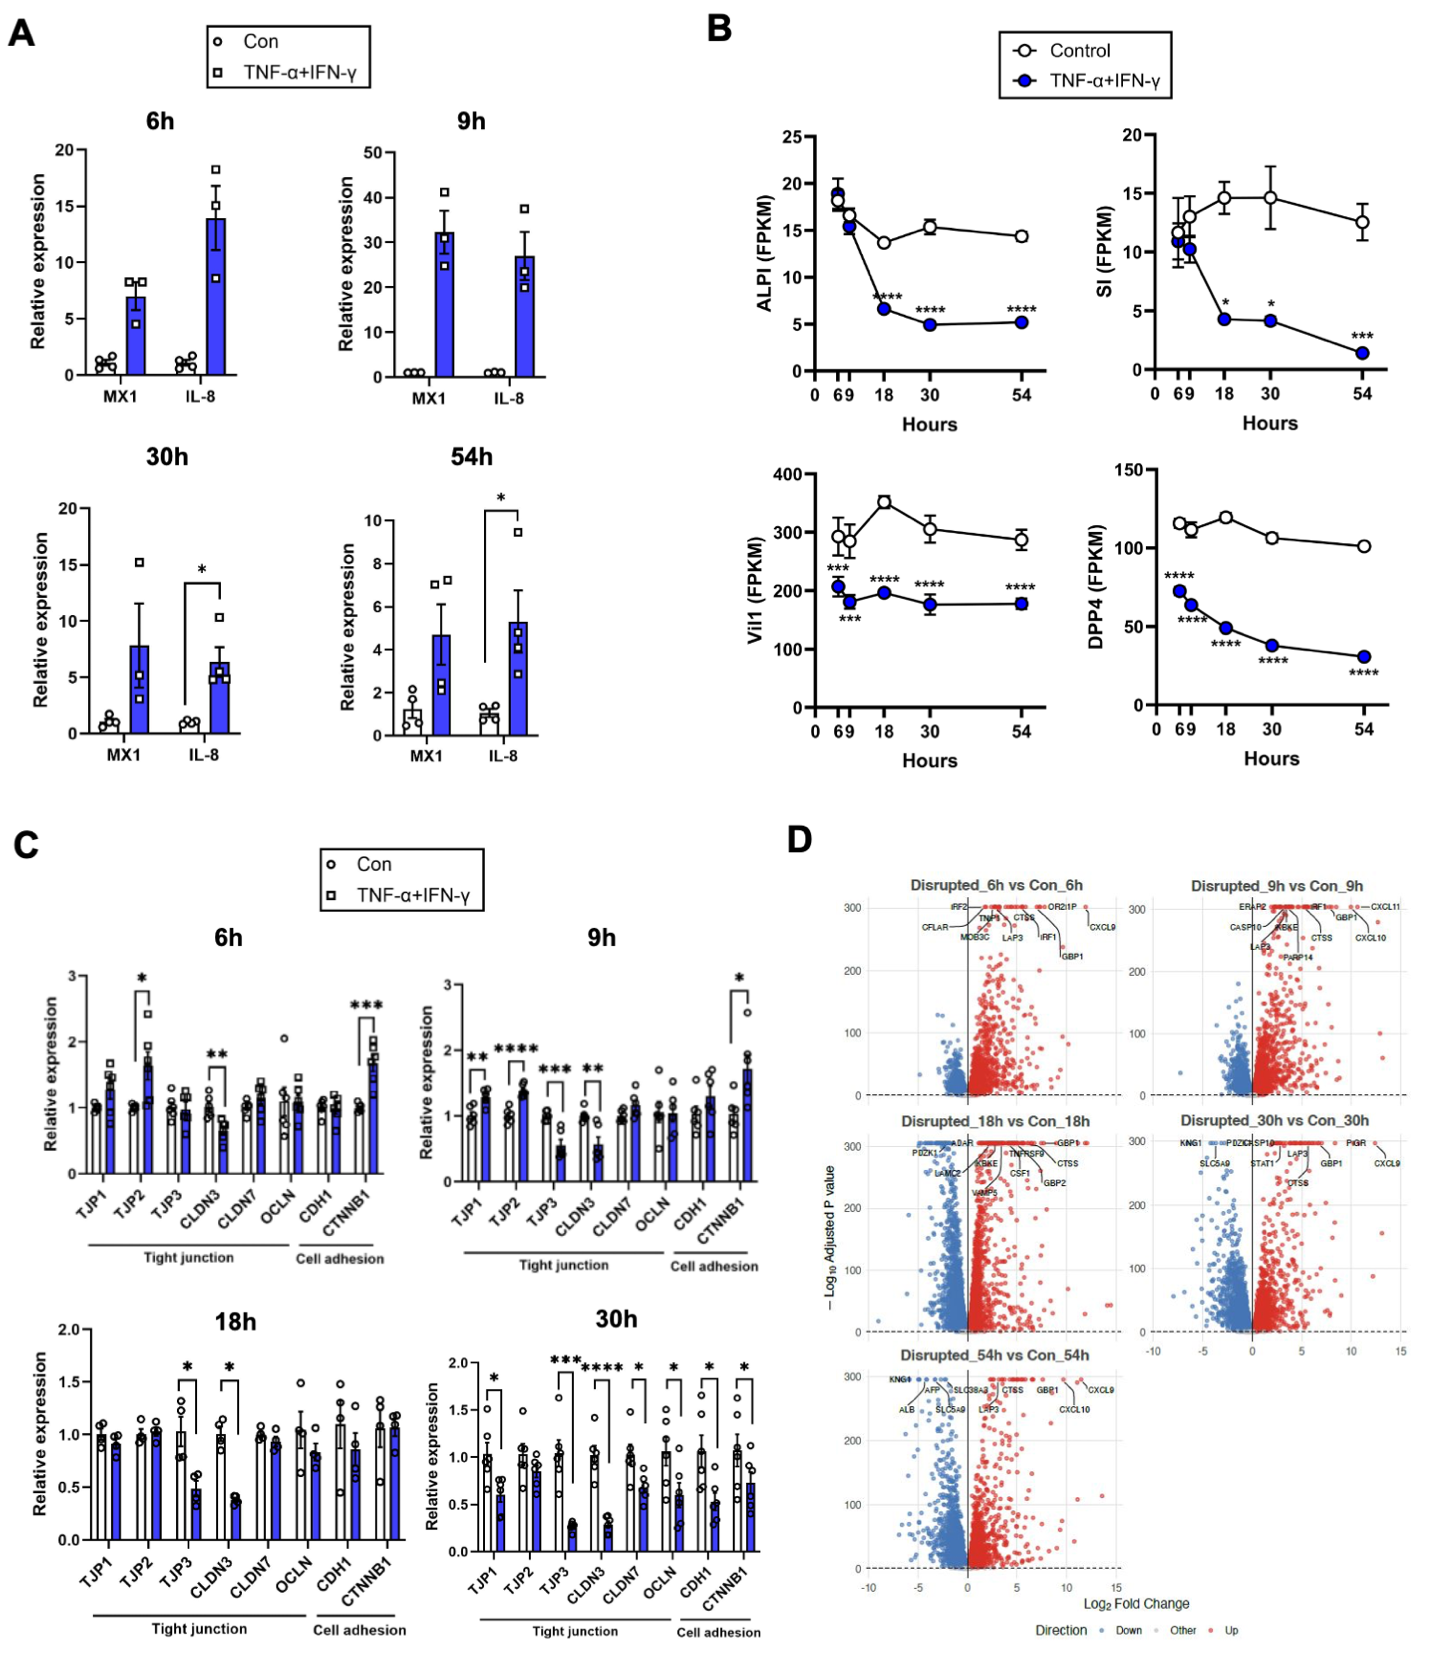
**

**Supplementary Figure 1.** (A) Relative expression of MX1 and IL-8 after the cytokine treatment (N=3~4/group). (B) Normalized expression of Caco-2 differentiation markers in FKPM using bulk RNA-seq datasets. (C) Relative expression of tight junction related genes and cell adhesion genes at 6h, 9h, 30h and 54h (N=5~6/group except the control group at 18h (N=4). (D) Volcano plots of log_2_ fold changes of differentially expressed genes at each time point (6h, 9h, 18h, 30h and 54h). Bulk RNA-seq and qPCR data were derived from two independent experiments and (D) was collected from single experiment. The number of replicates is indicated for each experiment. Data are presented as means ± SEM. *p*-values were determined by an ANOVA test with Sidak’s multiple comparison test for B. *p*-values were determined by unpaired t-test for C and Mann-Whitney U test for D. **p* < 0.05, ***p* < 0.01, ****p* < 0.001, and *****p* < 0.0001.

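FPKM is the count of a gene scaled to its length and to its library's total, computed here from the deposited counts with the exonic gene lengths of GENCODE v29. At 54 h, ALPI was 19.3 ± 0.789 FPKM (SD, n = 4) in controls and 6.82 ± 0.721 FPKM (SD, n = 4) with cytokine in experiment 1, and SI was 9.18 ± 3.69 FPKM (SD, n = 4) and 1.32 ± 0.249 FPKM (SD, n = 4). VIL1 was 98.6 ± 6.34 FPKM (SD, n = 4) and 62.7 ± 2.50 FPKM (SD, n = 4), and DPP4 71.4 ± 4.38 FPKM (SD, n = 4) and 21.4 ± 0.523 FPKM (SD, n = 4). In the libraries labelled control of experiment 2 DPP4 was 48.8 ± 24.2 FPKM (SD, n = 4) and in those labelled cytokine 32.1 ± 13.0 FPKM (SD, n = 4).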

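A volcano plot sets each gene's log2 fold change against its p-value. The 16 genes labelled in these plots were called in 57 of 64 tests, counted over all genes or adjusted over the list alone, in experiment 1, although they were labelled because of their values in these libraries. By fitted log2 fold change, CXCL9 (chromosome 4, 76001275 to 76007488) rose most at 6 h, from 0.181 ± 0.0592 CPM (SD, n = 4) in controls to 669 ± 132 CPM (SD, n = 3) with cytokine (adjusted p = 1.98e-09 from edgeR's quasi-likelihood test). Where all control libraries had at most 3 counts, only a lower bound on the fold can be given. IDO1 (chromosome 8, 39902275 to 39928444) was at least 106-fold higher at 6 h, 675-fold at 9 h, 2990-fold at 30 h and 2242-fold at 54 h. GBP4 (chromosome 1, 89181148 to 89198932) was at least 2463-fold higher at 9 h, and TMEM265 (chromosome 16, 30740381 to 30744281) at least 160-fold and 84.6-fold higher at 30 and 54 h. Among the lower genes, CYP7A1 (chromosome 8, 58490178 to 58500236) was at least 32.5-fold lower at 6 h, 91.3-fold at 30 h and 71.2-fold at 54 h, and SARDH (chromosome 9, 133663560 to 133739955) at least 69.3-fold lower at 30 h. RARB (-2.95 at 6 h, edgeR adjusted p = 1.37e-05), APELA (-3.45 at 9 h, edgeR adjusted p = 1.99e-07), GSTA1 (-6.40 at 30 h, edgeR adjusted p = 1.65e-10) and ATP6V0D2 (-6.50 at 54 h, edgeR adjusted p = 1.33e-07) were also among the 3 genes that fell most at these times.

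With both experiments as labelled, the single gene called at 6 h was CCL4 (chromosome 17, 36103590 to 36105621), with a log2 fold change of 4.56 (edgeR adjusted p = 0.0187). CYP7A1 (-7.21, edgeR adjusted p = 0.0191) and BCAS1 (-4.16, edgeR adjusted p = 0.0191) fell most at 54 h.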

**
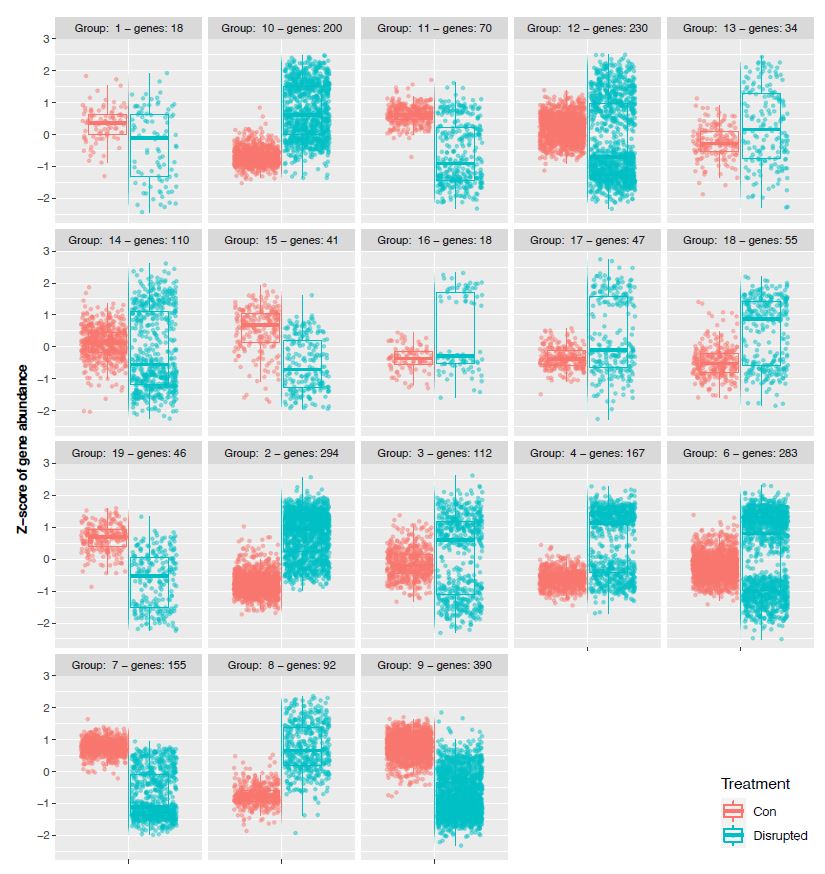
Supplementary Figure 2**

**Supplementary Figure 2.** LRT analysis identified the 18 gene clusters showing particular patterns across samples between control and cytokine treated group. Z-score of gene abundance of each cluster were shown.

**
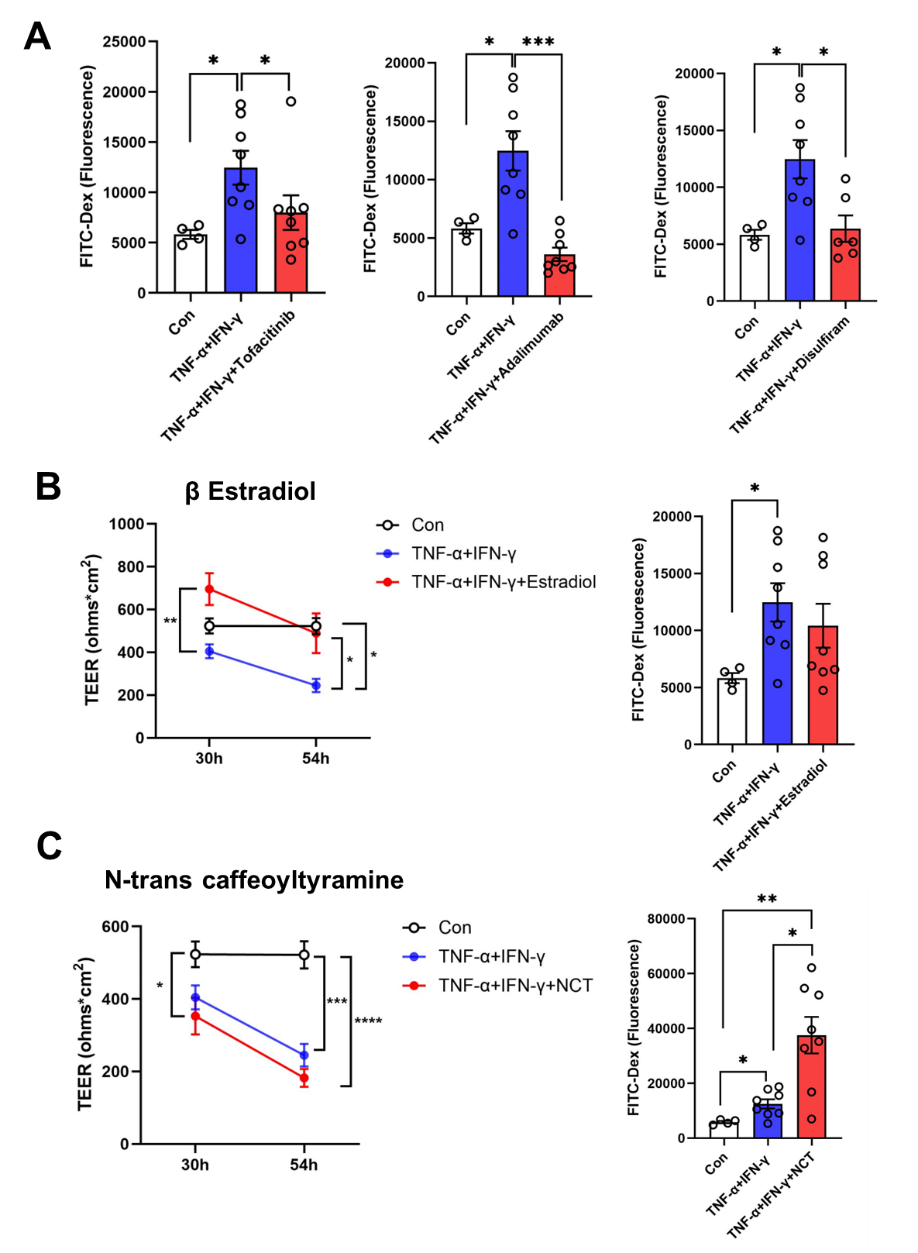
Supplementary Figure 3**

**Supplementary Figure 3. Some selected upstream regulators identified in cytokine treated Caco-2 cells were able to restore the barrier permeability when co-treated with cytokines.**  (A) Tofacitinib (100 μM), adalimumab (1 μg/ml), or disulfiram (10 μM) were co-treated with mixtures of cytokines (TNF-α, IFN-γ) and FITC-Dex permeability assay was performed at 54h. (N=6~8 /group except control: N=4 /group). The control group is treated with 0.1% DMSO. (B) β Estradiol (10 μM), (C) N-trans-caffeoyltyramine (NCT) (50 μM) were co-treated with mixtures of cytokines (TNF-α, IFN-γ) and TEER was measured at 30h and 54h. (N=8 /group, control group; N=4 /group). FITC-Dex permeability assay were performed at 54h. (N=6~8 /group, control group; N=4 /group). The control group is treated with 0.1% DMSO. Results were obtained from a single experiment with the indicated replicate wells per condition. Data are presented as means ± SEM. Data are presented as means ± SEM. *p*-values were determined by Mann-Whitney U test for A, (B, right) and (C, right). *p-*values were determined by an ANOVA test with Sidak’s multiple comparison test (B, left) and (C, left). **p* < 0.05, ***p* < 0.01, ****p* < 0.001, and *****p* < 0.0001.

**Table S1. TaqMan probes used in the study.**

| **Gene** | **TaqMan Assay ID** |
| --- | --- |
| *TJP1* | Hs01551871_m1 |
| *TJP2* | Hs00910543_m1 |
| *TJP3* | Hs00274276_m1 |
| *CLDN3* | Hs00265816_s1 |
| *CLDN7* | Hs00600772_m1 |
| *OCLN* | Hs05465837_g1 |
| *CDH1* | Hs01023895_m1 |
| *CTNNB1* | Hs00355045_m1 |
| *SLC26A3* | Hs00995363_m1 |
| *SATB2* | Hs01546836_m1 |
| *PDZD3* | Hs01084723_g1 |
| *HNF4α* | Hs01071345_m1 |
| *NCF2* | Hs01084940_m1 |
| *NOX1* | Hs01071088_m1 |
| *IQGAP3* | Hs00603642_m1 |
| *BAIAP2L2* | Hs01052417_m1 |
| *RND1* | Hs00262808_m1 |
| *JAG1* | Hs01070032_m1 |
| *SLC2A1* | Hs00892681_m1 |
| *NAMPT* | Hs00237184_m1 |
| *NOS2* | Hs01075529_m1 |
| *MYC* | Hs00153408_m1 |
| *SOD2* | Hs00167309_m1 |
| *DUSP6* | Hs04329643_s1 |
| *CLDN1* | Hs00221623_m1 |
| *F11R* | Hs00375889_m1 |
| *LAMC2* | Hs01043717_m1 |
| *MYO10* | Hs05592463_s1 |
| *CTNNB1* | Hs00355045_m1 |
| *TNFRSF11B* | Hs00900358_m1 |
| *PSME1* | Hs00389209_m1 |
| *PIK3R3* | Hs01103591_m1 |
| *WNT4* | Hs01573505_m1 |
| *RAC1* | Hs01902432_s1 |
| *SMURF1* | Hs00410929_m1 |
| *STK31* | Hs00230012_m1 |

**Table S2. The list of the chemicals/drugs used in the study.**

| **Chemicals/Drugs** | **Vendor** | **Cat number** | **Treatment concentration** |
| --- | --- | --- | --- |
| β-estradiol | Medchemexpress | HY-B01411G | 10 μM |
| Resveratrol | Medchemexpress | HY-16561 | 10 μM |
| Disulfiram | Medchemexpress | HY-B0240 | 10 μM |
| Tofacitinib | Medchemexpress | HY-40354 | 100 μM |
| Adalimumab solution | Sigma-Aldrich | A-166 | 1μg/ml |
| N-trans-caffeoyltyramine (NCT) | Medchemexpress | HY-N8241 | 50 μM |

How the deposited data were processed for this re-analysis (not part of the article)

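The samples were Caco-2 cells expressing Cas9, kept for 12 days and then given TNF-α at 100 ng/ml with IFN-γ at 20 ng/ml or no cytokine. Each of the 73 libraries was assigned to its treatment, time point and experiment by its deposited label, and no sample was left out. The authors aligned the reads with OSA and deposited estimated counts per gene from Omicsoft's implementation of RSEM with GENCODE v33, without normalization between libraries. Of the values above 0, 29.1% were not whole, and all were rounded to whole counts. The 2 deposited tables listed 60754 genes. GENCODE v29 on GRCh38 supplied gene types, positions and exonic lengths for 53471 genes by name and 743 through other symbols. The 6540 genes not matched held 0.476% of the counts, and 19809 protein-coding genes held 98.1%. Rows naming no gene were 0. The deposited labels of experiment 2 were used although CXCL10 does not follow them, and the closing section weighs why.

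Library totals ran from 20822861 to 58042540 counts. A gene with 100 counts has a sampling error near 10% before biological variation, so genes with few counts were left to lower bounds. Where every library of a group had at most 3 counts, a fold change is given as a lower bound and no fold is given where both groups were that low. The filter kept protein-coding genes with a mean FPKM of at least 1 in at least 1 group, which left 11270 genes. Groups were formed by label and time point over both experiments. Other gene types with a mean CPM of at least 1 in at least 1 group were tested apart.

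Cytokine was compared with control at each time point by edgeR 4.0.16 in R 4.3.3, with TMM normalization, robust dispersion estimates, the quasi-likelihood F-test and the experiment as a covariate. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. The interaction of treatment and time was tested without an experiment term at an adjusted p under 1e-10, and control libraries were tested for change over time. A treatment by experiment term tested whether the response differed between the experiments. PCA used variance-stabilised counts from DESeq2 1.42.0, and clustering used log2 CPM with a prior count of 2, Euclidean distance and Ward linkage cut into 8 clusters. Gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over all lists and time points. Tables and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and random draws used the seed 20261122. No paired analysis was possible because the sample numbers are unique within each experiment.

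The genes named are the genes of the lists taken from the paper, except some genes and lists that are not reported here, and at each time point the 3 genes with the largest log2 fold change in each direction among called genes with a mean CPM of at least 1 and the same direction in both experiments. This rule and all gene lists were written before the data were examined. In experiment 1 alone the rule could not ask for the same direction in both experiments. FP671120.7 and the housekeeping genes outside the paper's lists were named after their values were seen.

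The alternatives set before the data were examined were no experiment term, DESeq2's Wald and likelihood ratio tests, RLE normalization, no filter on low genes, all gene types, an adjusted p threshold alone, a fold change over 2, glmTreat against a fold change of 1.5, one fit of all libraries, each experiment alone, thinning to the smallest library, scaling to GAPDH, fry, an estimated inter-gene correlation, other clustering and PCA choices, and leaving out each library. The same alternatives were applied to experiment 1 after its labels had been compared with CXCL10.

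The tests were tested on simulated data, in which 200 of 11270 genes were changed. With 4 libraries per group edgeR recovered 100% of them and called 1 unchanged gene, and with 3 per group it recovered 100% and called 6 unchanged genes. The interaction test recovered 99% at an adjusted p under 0.05, where 15 of its calls (7.04%) were unchanged genes. At 1e-10 it recovered 58.5%, with 0 unchanged genes called. All simulated changes were larger than the fold threshold, every gene had the same dispersion and the labels were correct. Many more genes were called in experiment 1, so these rates may not hold for the deposited data. All 105 pairs of replicates differed by more than sampling noise, so none was counted as 1 sample. This does not make the replicates independent, since those of experiment 1 all come from a single experiment of the paper. P-values within experiment 1 measure the spread among its libraries and not the spread between experiments. Pathway and regulator analysis by IPA, qPCR, imaging and permeability measurements were not analysed here.

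Further lists that were not taken from the paper were tested the same way. The claudin list shares 3 genes with the lists taken from the paper, and the gasdermin and inflammasome list shares 1. In experiment 1 the claudin genes had median log2 fold changes of 0.31, 0.05, -0.22 and -0.13 at 6, 9, 30 and 54 h, with 15 of 36 tests called. The gasdermin and inflammasome genes had 0.79, 0.94, 0.55 and 0.69 with 22 of 32, the cholesterol synthesis genes 0.24, -0.01, -0.31 and 0.14 with 11 of 72, and the housekeeping genes 0.26, 0.08, 0.37 and 0.39 with 6 of 40. These counts were the same adjusted over each list alone. With both experiments as labelled, 2 of 45 tests of claudins, 5 of 40 of gasdermins, 0 of 90 of cholesterol synthesis genes and 0 of 50 of housekeeping genes were called.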

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

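The regroupings of libraries and the 6 tests of the labels below were chosen after the results were seen. The 2 tests of the protein-coding share were written before their results were seen. Samples were compared within their groups in 160 sets, of which 21 held a library far from the others, where 8 would be so by chance.

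CXCL10 set 4 libraries of experiment 2 apart from the others with their label. The library labelled control at 6 h, sample 8, had 2604 CPM (others 0.869 to 1.55). The library labelled control at 9 h, sample 14, had 2612 CPM (others 1.72 to 2.27). The library labelled control at 30 h, sample 29, had 3012 CPM and the one labelled cytokine at 30 h, sample 36, 581.2 CPM (others at most 3.03). Single low libraries do not stand apart by this measure. The library labelled cytokine at 18 h, sample 28, had 0.598 CPM (others 1916 to 3189) and the one labelled control at 54 h, sample 37, 2.70 CPM (others 761 to 3748). Samples 8, 14, 29 and 36 also had low markers. DPP4 was 177.4 CPM in sample 8 (others 435.1 to 459.5), 191.8 in sample 14 (others from 405.9) and 124.8 in sample 36 (others from 344.5). VIL1 was 568.5 in sample 29 (others from 689.8) and 497.6 in sample 36 (others from 735.7).

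The pattern in experiment 2 is consistent with libraries carrying the label of another library. The number of libraries with the CXCL10 response was 20, the number labelled cytokine. Treatment that failed in some wells would leave no library labelled control with the response, and there were 10. A response in untreated wells would leave no library labelled cytokine without it, and there were 10. Mixed RNA would leave part of the response in a library labelled cytokine, and the highest CXCL10 among the 10 without it was 3.03 CPM, while the lowest cytokine library of experiment 1 had 718 CPM. For the libraries labelled control with the response, mixing cannot be told apart from a wrong label, since a library with much cytokine RNA would also lie at the cytokine level. They had 761 CPM or more, and the 3 libraries of experiment 2 between the highest control and the lowest cytokine library of experiment 1, at 581, 678 and 716 CPM, were all labelled cytokine. Sequencing depth could not give a ratio of 6018 within a labelled group, since library totals differed by a ratio of at most 2.79. In the order of the deposited columns the 20 libraries with the response stood in 5 runs of 4, and in the order of the sample numbers in 8 runs of 1 to 7. The time labels may be affected as well. On PC2 over both experiments, the cytokine libraries of experiment 1 lay from -21.5 to -13.7 at 6 or 9 h and from 5.38 to 9.36 at 30 or 54 h. The libraries with the response that are labelled 18 h lay from -18.0 to -15.5 (samples 22, 24 and 26) and from 5.98 to 7.02 (samples 21, 23, 25 and 27), and sample 29, labelled control at 30 h, lay at -14.8. Of those labelled 54 h, samples 39, 40, 42 and 44 lay from -14.2 to -10.7, and samples 8, 10, 12 and 14, labelled 6 or 9 h, lay from 2.69 to 3.23, between the 2 ranges of experiment 1. The doubt about the time labels therefore covers the libraries of experiment 2 at 6, 9, 18, 30 and 54 h. Treatment given to other wells than the labels say was not tested. Which label belongs to which library was not derived from any of these values, and no biological explanation was tested.

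The treatment effect differed between experiments in 156 genes at 6 h, 3358 at 9 h, 4482 at 30 h and 1076 at 54 h by the treatment by experiment term. Among regroupings of the same libraries, results as large came in 2 of 25 at 6 h (largest other 433) and 2 of 25 at 9 h (largest other 3721), so these regroupings do not exclude chance there. They came in 1 of 25 at 30 h (largest other 2869) and 1 of 25 at 54 h (largest other 0), the observed grouping alone. At 9 h the interferon response genes had a mean log2 CPM of 3.15 to 3.37 in the 4 libraries labelled cytokine of experiment 2. In the cytokine libraries of experiment 1 it was 8.65 to 8.77. For these genes at 9 h, the values argue against chance. Labels carried by other libraries would give such differences, and a biological difference between the experiments was not tested.

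In experiment 1, 146 genes had a treatment effect that differed between time points, and the observed grouping was the only one as large (1 of 60). With both experiments the observed count was 0, which 60 of 60 regroupings reach by construction, so they say nothing about it. Time after cytokine is the biological explanation the design gives.

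For the comparisons at single time points, results as large came in 2 of 60 regroupings at 6 h (largest other 1864), 60 of 60 at 9 h, 35 of 35 at 18 h (largest other 2557), 1 of 60 at 30 h and 1 of 60 at 54 h (largest other 384) over both experiments. The observed counts at 9 and 18 h were 0, which every regrouping reaches by construction, so the regroupings say nothing about them. In experiment 1 they came in 1 of 35 at 6 h, 1 of 10 at 9 h, which is too few to tell, 1 of 35 at 30 h and 1 of 35 at 54 h (largest other 2). For the gene list tests they came in 11 of 100 over both experiments, so chance could give the 48 calls (median of the others 38, largest 58), and 1 of 100 in experiment 1, where 49 were called (median of the others 26, largest 46). With the preset correlation, many lists were thus called in regrouped libraries too. For change over time in control libraries they came in 1 of 60 and 1 of 60.

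The control library of sample 2 at 6 h in experiment 1 had 18.35% of its counts on its 10 top genes (others 4.46% to 4.54%) and 82.32% on protein-coding genes (others 97.64% to 97.82%). The gene FP671120.7 took 14.26% of its counts. Without that gene the share was 96.01%, below the 97.8% or more of the others, so this gene may account for most of the shortfall and not for all of it. A wrong label is unlikely to be the cause, since CXCL10 was 6.76 CPM, in the range of the other controls. No biological explanation was tested.

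Other libraries lay apart by small margins, and no cause was tested for them. Genes detected were 15980 in the library labelled control at 9 h, sample 16 (others from 16700), and 16040 in the one at 54 h, sample 38 (others from 16390), of experiment 2. Control sample 24 at 54 h of experiment 1 had 5.81% of counts on its 10 top genes (others at most 4.37%). Mitochondrial counts were 3.45% in the library labelled cytokine at 6 h, sample 9 (others at most 1.32%), 2.49% in the one labelled control at 9 h, sample 16 (others at most 1.64%), and 1.81% in the one labelled control at 18 h, sample 23 (others at most 1.03%). Protein-coding shares were 98.39% in the library labelled control at 9 h, sample 14 (others 98.17%), 97.95% in control sample 16 at 30 h of experiment 1 (others at most 97.89%), 98% in cytokine sample 29 at 54 h of experiment 1 (others from 98.26%) and 98.24% in the library labelled cytokine at 18 h, sample 28 (others from 98.46%). Samples 9, 14, 23, 28 and 38 of experiment 2 also had CXCL10 against their label.

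The paper kept protein-coding genes only. Among 1549 genes of other types in experiment 1, 979 were called at any time point, 523 at 6 h (90 higher, 433 lower), 435 at 9 h, 696 at 30 h (179 higher, 517 lower) and 575 at 54 h. The most common types were antisense (321) and lincRNA (276). Technical causes for the excess of lower genes were not tested.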

How the results depend on the processing

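The alternatives for both experiments were set before the data were examined, except experiment 1 alone for the control libraries. Those for experiment 1 as a result of its own were chosen after the data were seen. Where no cause is given below, the cause was not tested.

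Over both experiments, the counts depended on the set of libraries and on the thresholds. Experiment 1 alone gave 1979, 2022, 3812 and 3345 genes at 6, 9, 30 and 54 h, 5037 at any time point and 146 interaction genes, and experiment 2 alone gave 0, 0 and 0 at 6, 30 and 54 h and 0 at any time point. At 6 h there were 0 genes without an experiment term, 0 with one fit of all libraries, 3 without the filter and 314 with DESeq2, against 1. DESeq2 gave 1 gene at 9 h and 95 genes sustained over early and late times, against 0. Without the experiment term there were 551 genes at 30 h. By construction an adjusted p alone gave more, 3239, 4225 and 5215 at 30 h, at 54 h and at any time point, and a fold change over 2 gave fewer, 243, 497 and 542. glmTreat gave 0, 0 and 1. RLE and thinned counts kept every count within 1.5 times the reported one. Of the calls at 30 h, 35.8% were higher, 61.3% without an experiment term and 50.2% with one fit.

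In experiment 1 an adjusted p alone gave 4382, 6496, 8413, 7521 and 10205 genes at 6, 9, 30 and 54 h and at any time point, and a fold change over 2 gave 812, 848, 1677, 1392 and 2167. glmTreat gave 900, 1155, 2020 and 3227 at 6, 9 and 54 h and at any time point, and all gene types gave 3062 at 6 h. With each library left out in turn, the counts ran from 1819 to 2270 at 6 h, 1893 to 2126 at 9 h, 3652 to 3929 at 30 h and 3177 to 3472 at 54 h. The 18 h count over experiment 2 was 0 in all 8 such fits. Experiment 1 alone and no experiment term were not run at 18 h, which experiment 2 alone holds.

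The interaction count in experiment 1 was 6707 at an adjusted p under 0.05, 1577 with DESeq2 and 90 to 136 with each library left out. Over both experiments every alternative but experiment 1 alone gave 0. PC1 held 62.7% on all genes, 82.6% with the experiment removed, 73.3% with scaled genes and 85.2% in experiment 2, and PC2 held 16.3% on all genes and 12.1% for experiment 1 with the genes of both experiments. In experiment 1, PC1 held 79.9% on the 500 most variable genes (PC2 14.7%), 62.4% on all genes and 57.3% with scaled genes. Genes changing over time in control libraries were 26 without 0 h, 764 in experiment 2, 1062 in experiment 1 and 4107 at an adjusted p alone. Genes differing between experiments were 478 at 6 h and 2130 at 54 h with DESeq2, and 717 at 54 h with a difference over 1.5-fold. List tests called 22 with fry and 0 with the estimated correlation over both experiments, and 78 and 24 in experiment 1.

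Over both experiments, CXCL10 at 9 h (log2 fold change -5.70) became 1.98 without an experiment term, 9.54 in experiment 1 and 5.10 with one fit. In experiment 2, CXCL10 at 30 h was -2.375 and VIL1 at 30 h 0.0277. In experiment 1, scaling to GAPDH reversed 19 of the log2 fold changes of named genes. They became, at 30 and 54 h, -0.24 and -0.53 for BAIAP2L2, -0.48 and -0.60 for CLDN7, -0.44 and -0.63 for GSDMD, -0.45 and -0.34 for PIK3R3, -0.16 and -0.44 for RAC1 and -0.27 and -0.49 for SMURF1. At 54 h they became -0.20 for CLDN1, -0.77 for CTNNB1, -0.00998 for STK31 and -0.72 for TNFRSF11B, and at other times -0.0449 for IQGAP3 at 6 h, 0.0234 for SI at 9 h and -0.62 for MYO10 at 30 h. GAPDH itself was higher with cytokine at 30 and 54 h, which gives this direction by construction there. One fit gave -0.004959 for MYO10 at 30 h.

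With each library left out, the log2 fold changes that took either sign ran from -0.0709 to 0.0902 for CDH1 at 6 h, -0.003572 to 0.11 for CTNNB1 at 54 h, -0.082 to 0.0158 for GAPDH at 9 h, -0.0256 to 0.0434 for MYO10 at 30 h, -0.29 to 0.30 for SI at 9 h, -0.0198 to 0.15 for STK31 at 9 h, and -0.20 to 0.14 and -0.0185 to 0.0691 for TJP1 at 6 and 9 h. Of the other log2 fold changes in experiment 1, 18 passed and 12 lost the threshold with GAPDH scaling, and 3 passed it with a library left out. CLDN1 at 54 h, GAPDH at 30 h, F11R and DPP4 at 9 h and GSDMD and SLC2A1 at 6 h lost it in 11 such fits together. RLE and thinning kept all 192.

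Depth limits genes with few counts. ESR1, ESR2, MX1 and WNT4 lay below the expression filter, which scales to gene length and averages each group over both experiments. In experiment 1 with cytokine, WNT4 had 153 to 225 counts at 6 h and MX1 241 to 252 at 9 h. Depth alone therefore does not account for either of them.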

Differences from the paper's values

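The paper's count of differentially expressed genes at any time point is 5352, and here it was 1502 over both experiments as labelled. Of the alternatives set before the data were examined, an adjusted p alone (5215) and experiment 1 only (5037) closed the gap. No experiment term (1246), DESeq2 (1871), RLE (1498), no filter (2014), all gene types (2231), a fold change over 2 (542), glmTreat (1), one fit (1511), experiment 2 only (0) and thinned counts (1516) did not.

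The groups of the paper's likelihood ratio test hold about 2400 genes in Supplementary Fig. 2, read by eye, and the interaction test here called 0. None of the alternatives set before the data were examined closed the gap, and experiment 1 only came to 146. The DESeq2 likelihood ratio test within experiment 1, chosen after the data were seen, gave 1577, and an adjusted p under 0.05 there gave 6707.

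The paper gives 35 M as the lowest number of reads per library, and the lowest total here was 20.8 M. The paper's value is of sequenced reads and the value here is of counts on genes, and no alternative was set for it.

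For VIL1 at 54 h, Supplementary Fig. 1B shows about 290 FPKM in controls and about 180 FPKM with cytokine, read by eye, against 85.8 and 62.8 here. None of the alternatives set before the data were examined closed the gap, with 98.6 and 62.7 in experiment 1 only and 73.1 and 62.8 in experiment 2 only. For DPP4 in controls it shows about 100 FPKM, read by eye, against 60.1. Experiment 1 only narrowed the gap to within 1.5-fold (71.4) and experiment 2 only did not (48.8). With cytokine it shows about 1.4 FPKM for SI and about 5.2 FPKM for ALPI, read by eye. Over both experiments these were 4.01 ± 5.14 FPKM (SD, n = 8) and 9.08 ± 4.93 FPKM (SD, n = 8). They were 1.32 and 6.82 in experiment 1 only and 6.70 and 11.3 in experiment 2 only.

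Several statements on single genes differ from the values of experiment 1. The paper measured most of these genes by qPCR relative to GAPDH, while the values here are RNA-seq with TMM scaling unless GAPDH is named. GAPDH itself was called higher with cytokine at 30 and 54 h in experiment 1. The unlike method and reference may account for part of these differences, and this was not tested. The paper describes STK31 as mostly unchanged in one place and among the raised genes in another. Its log2 fold change was 0.98 (edgeR adjusted p = 8.28e-08) at 30 h and 0.81 (edgeR adjusted p = 1.22e-06) at 54 h, or 0.35 and -0.01, neither of them called, with GAPDH scaling, chosen for experiment 1 after the data were seen. The paper describes F11R and TNFRSF11B as raised at all time points, and F11R was -0.06 (edgeR adjusted p = 0.332) and -0.23 (edgeR adjusted p = 0.00409) at 30 and 54 h and TNFRSF11B 0.10 (edgeR adjusted p = 0.539) at 54 h. It describes MYO10 and CTNNB1 as raised early and lowered late, and at 54 h they were -0.14 (edgeR adjusted p = 0.211) and 0.06 (edgeR adjusted p = 0.468). GAPDH scaling, chosen for experiment 1 after the data were seen, called MYO10 lower at 54 h (-0.96) and CTNNB1 at 30 h (-0.80), and put CTNNB1 at -0.77 at 54 h.

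The paper describes PIK3R3, RAC1 and SMURF1 as raised, and at 54 h they were 0.49 (edgeR adjusted p = 0.0220), 0.38 (edgeR adjusted p = 6.31e-05) and 0.34 (edgeR adjusted p = 5.32e-04), within the fold threshold. WNT4 was below the filter. The paper describes IQGAP3, RND1 and BAIAP2L2 as raised at the times it shows, and here IQGAP3 was 0.20 (edgeR adjusted p = 0.152) at 6 h, RND1 -0.15 (edgeR adjusted p = 0.294) and BAIAP2L2 0.29 (edgeR adjusted p = 0.126) at 54 h. It describes the differentiation markers as lowered, and VIL1 at 54 h was -0.53 (edgeR adjusted p = 1.98e-05), within the fold threshold, and called with GAPDH scaling (-1.36), as at 6 h (-0.64). From qPCR, the paper describes most barrier and adhesion genes as lowered at 54 h. Of the 8 genes on that list, 2 were called at 54 h in experiment 1 and 1 over both experiments as labelled. OCLN and CDH1 at 54 h were -0.33 (edgeR adjusted p = 2.1e-04) and -0.55 (edgeR adjusted p = 5.51e-06) in experiment 1. GAPDH scaling called both (-1.16 and -1.38), as did leaving out control sample 24 for CDH1 (-0.59). HNF4A was called lower at 30 h only, and with GAPDH scaling also at 6 h (-0.70) and 54 h (-1.06).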

Other observations

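For GAPDH, the tests of its pseudogenes, of GC content and length and of the glycolytic enzymes were written before their results were seen, as were the tests of depth, of GC content and length and of expression level for the gene lists. The other tests here were chosen after the results were seen. The patterns were found in the same libraries in which they were tested, so they are hypotheses.

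GAPDH was higher with cytokine in experiment 1, with a log2 fold change of 0.62 at 30 h (edgeR adjusted p = 2.54e-04, within the fold threshold when any of 3 single libraries was left out) and 0.81 at 54 h (edgeR adjusted p = 1.25e-05). The change at 54 h was 0.80 with RLE, which moves all genes by so little that scaling cannot be told apart from a rise of GAPDH. It was 0.81 with thinned counts, 0.80 when GAPDHS and the pseudogenes were added, of which GAPDH holds 99.98% of the counts, and 0.83 against genes near in GC content and length. Higher expression of glycolytic enzymes with cytokine may account for it. A list of 13 other glycolytic enzymes had a median of 0.93 at 54 h, at percentile 99.99 of matched random lists, with 10 called higher and 0 lower. That list was run first. A version of 9 enzymes had been drawn up before it and was run afterwards, with a median of 1.07 at percentile 100, 8 called higher and 0 lower, and no values were looked at before either was written. HPRT1 (0.91) and TFRC (0.62) were also higher at 54 h.

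The shift of 3 gene lists at 54 h in experiment 1 could have technical causes. Scaling to each of 10 reference genes, an alternative chosen for the lists after the data were seen, took the hepatic-type HNF4A targets nearest to 0 with GUSB, which moved the median of all genes by 0.24. Their median was then -2.57, so the choice among these scalings does not account for their shift, although a change in total RNA was not tested. The proliferation genes came to -0.0187 with GAPDH and the ribosome biogenesis genes to -0.0447 with HPRT1. The median of all genes was then -0.83 and -0.92, so both lists stayed above it. The proliferation median was below 0 with HPRT1 too (-0.12) and from 0.18 to 1.04 with the rest. The ribosome biogenesis median was from 0.049 to 1.11 with the references other than HPRT1. Higher expression of these 2 lists in absolute terms cannot be told apart from the choice of scaling. GAPDH and HPRT1 were themselves higher relative to most genes, and RNA per cell was not measured. With thinned counts and after a GC content and length trend was subtracted, the medians were -2.77 and -2.85 for the HNF4A targets, 0.80 and 0.77 for the proliferation genes and 0.87 and 0.83 for the ribosome biogenesis genes, so depth, GC content and gene length do not account for the shifts. Of random lists matched in expression level, 0%, 0% and 0% lay as far from 0. The ribosome biogenesis list had medians of 0.27, 0.41, 0.97 and 0.87 at 6, 9, 30 and 54 h (camera adjusted p = 0.0580, 0.00256, 7.86e-08 and 2.22e-09 on the edgeR fit). It was called in 41 of 80 tests on either count, and in 6 of 100 over both experiments. Whether a lower HNF4A transcript level contributed to the HNF4A target shift cannot be decided from these values. HNF4A was at -0.24 at 54 h, closer to 0 than at 30 h, while the list fell further. With GAPDH scaling HNF4A was at -1.065 and the list at -3.63 at 54 h. With single libraries left out, HNF4A was lower at 6 h (-0.47 to -0.39), 9 h (-0.35 to -0.28) and 30 h (-0.67 to -0.61). A delayed effect of these earlier levels was not tested. HNF4A protein and activity were not measured here.

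Other genes the paper measured by qPCR had these RNA-seq values in experiment 1. CXCL8 had log2 fold changes of 4.35, 3.99, 3.51 and 3.18 at 6, 9, 30 and 54 h (edgeR adjusted p = 6.89e-05 at 54 h). MX1, below the filter, had 2.74 (edgeR adjusted p = 1.57e-05), 4.31 (edgeR adjusted p = 5.93e-11), 3.57 (edgeR adjusted p = 2.69e-06) and 1.93 (edgeR adjusted p = 1.5e-04). SLC26A3 had -1.71, -3.32, -2.80 and -2.61. CLDN3 was called lower at all 4 times (-0.70, -1.07, -1.45 and -1.25) and TJP3 at 30 and 54 h (-1.21, -0.72). OCLN (-0.46, -0.22, -0.27 and -0.33), CDH1 (-0.02, 0.05, -0.44 and -0.55) and CLDN7 (0.31, 0.14, 0.15 and 0.22) were not called at any time point.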
